# Genetic specification of left–right asymmetry in the diaphragm muscles and their motor innervation

**DOI:** 10.7554/eLife.18481

**Published:** 2017-06-22

**Authors:** Camille Charoy, Sarah Dinvaut, Yohan Chaix, Laurette Morlé, Isabelle Sanyas, Muriel Bozon, Karine Kindbeiter, Bénédicte Durand, Jennifer M Skidmore, Lies De Groef, Motoaki Seki, Lieve Moons, Christiana Ruhrberg, James F Martin, Donna M Martin, Julien Falk, Valerie Castellani

**Keywords:** left/right asymmetry, motoneuron, diaphragm, Nodal, Slit/Robo, axon guidance, Mouse

## Abstract

The diaphragm muscle is essential for breathing in mammals. Its asymmetric elevation during contraction correlates with morphological features suggestive of inherent left–right (L/R) asymmetry. Whether this asymmetry is due to L versus R differences in the muscle or in the phrenic nerve activity is unknown. Here, we have combined the analysis of genetically modified mouse models with transcriptomic analysis to show that both the diaphragm muscle and phrenic nerves have asymmetries, which can be established independently of each other during early embryogenesis in pathway instructed by Nodal, a morphogen that also conveys asymmetry in other organs. We further found that phrenic motoneurons receive an early L/R genetic imprint, with L versus R differences both in Slit/Robo signaling and MMP2 activity and in the contribution of both pathways to establish phrenic nerve asymmetry. Our study therefore demonstrates L–R imprinting of spinal motoneurons and describes how L/R modulation of axon guidance signaling helps to match neural circuit formation to organ asymmetry.

**DOI:** http://dx.doi.org/10.7554/eLife.18481.001

## eLife digest

The diaphragm is a dome-shaped muscle that forms the floor of the rib cage, separating the lungs from the abdomen. As we breathe in, the diaphragm contracts. This causes the chest cavity to expand, drawing air into the lungs. A pair of nerves called the phrenic nerves carry signals from the spinal cord to the diaphragm to tell it when to contract. These nerves project from the left and right sides of the spinal cord to the left and right sides of the diaphragm respectively.

The left and right sides of the diaphragm are not entirely level, but it was not known why. To investigate, Charoy et al. studied how the diaphragm develops in mouse embryos. This revealed that the left and right phrenic nerves are not symmetrical. Neither are the muscles on each side of the diaphragm. Further investigation revealed that a genetic program that establishes other differences between the left and right sides of the embryo also gives rise to the differences between the left and right sides of the diaphragm. This program switches on different genes in the left and right phrenic nerves, which activate different molecular pathways in the left and right sides of the diaphragm muscle.

The differences between the nerves and muscles on the left and right sides of the diaphragm could explain why some muscle disorders affect only one side of the diaphragm. Similarly, they could explain why congenital hernias caused by abdominal organs pushing through the diaphragm into the chest cavity mostly affect the left side of the diaphragm. Further studies are now needed to investigate these possibilities. The techniques used by Charoy et al. to map the molecular diversity of spinal cord neurons could also lead to new strategies for repairing damage to the spinal cord following injury or disease.

**DOI:** http://dx.doi.org/10.7554/eLife.18481.002

## Introduction

The diaphragm is the main respiratory muscle of mammalian organisms, separating the thoracic and abdominal cavities. Many diseases, including congenital hernia, degenerative pathologies and spinal cord injury, affect diaphragm function and thereby cause morbidity and mortality (Greer, 2013; McCool and Tzelepis, 2012). Despite the large interest given to diaphragm function in various physiological and pathological contexts (Lin et al., 2000; Misgeld et al., 2002; Strochlic et al., 2012), little attention has been paid to the embryological origin of left–right (L/R) asymmetries in diaphragm morphology and contraction, in part because they were inferred to be simply an adaptation to the structure of other, surrounding asymmetric organs such as the lungs (Laskowski et al., 1991; Whitelaw, 1987). In the present study, we investigated the origin and the mechanisms responsible for the establishment of the diaphragm asymmetries, including motor innervation by the left and right phrenic motoneurons that arise in the spinal cord at cervical levels C3 to C5 (Greer et al., 1999; Laskowski and Owens, 1994). Our findings show that both the diaphragm muscle and phrenic nerves have asymmetries, which are established independently of each other during early embryogenesis.

## Results

As many L/R asymmetries are determined prenatally (Sun et al., 2005), we analyzed the diaphragm innervation of mouse embryos on embryonic day (E) 15.5, when synaptic contacts begin to be established in this organ (Lin et al., 2001). We observed that the phrenic nerves split into primary dorsal and ventral branches when reaching the lateral muscles, whereby the distance from the end-plate to the nerve entry point differs between the left and right side and results in a characteristic ‘T’ -like pattern on the left and ‘V’ -like pattern on the right (Figure 1A; Figure 1—figure supplement 1A,B). Similar differences in the L/R branching patterns are present in the human diaphragm (Hidayet et al., 1974) (Figure 1—figure supplement 1C). Additionally, we observed an asymmetric number of branches defasciculating from the left and right primary nerves to innervate the motor end-plates (Figure 1A; Figure 1—figure supplement 1A,B). We further found that the L/R distribution of acetylcholine receptor (AchR) clusters at the nascent neuromuscular junctions also differed, with a 2.1 ± 0.2-fold increase in the medio-lateral scattering of AchR clusters on the right side of the diaphragm compared to the left side (N = 11, p<0.001 Wilcoxon) (Figure 1B; Figure 1—figure supplement 2A,B). The time course analysis revealed that these asymmetric nerve patterns arose at E12.5, concomitantly with branch formation (Figure 1C–E; Figure 1—figure supplement 3A–C). Thus, phrenic branch patterns exhibit clear asymmetries before synapse formation and fetal respiratory movements (Lin et al., 2001, 2008), and are therefore unlikely to be induced by nerve activity or muscle contraction.

**Figure 1.**
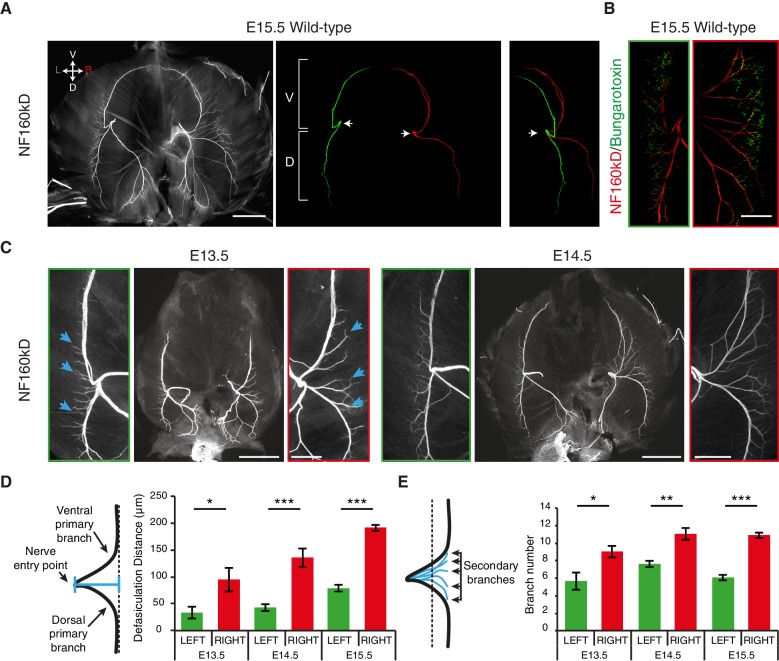
L/R asymmetries of the phrenic nerve patterns are established from the onset of diaphragm innervation. (**A**) Neurofilament (NF) staining showing the branching patterns of the left and right phrenic nerves in whole-mount E15.5 mouse diaphragm. Left and right primary branches are pseudocolored (middle panel) in green and red, respectively. (See Figure 1—figure supplement 1A, for complete branch traces). L/R asymmetry is especially apparent after superimposing the left and right primary branches (right panel). Arrows point to the nerve entry points. Images are top views of the whole diaphragm, oriented as indicated in the top left hand corner of the left panel (V, Ventral; D, Dorsal; L, Left; R, Right). (**B**) NF and Bungarotoxin staining showing the asymmetry of acetylcholine receptor clusters and nerve domains on the left (left panel, green frame) and right (right panel, red frame) diaphragm muscles of an E15.5 embryo (see Figure 1—figure supplement 2 for quantification). (**C**) NF staining showing the patterns of left and right phrenic nerves at E13.5 and E14.5. Green- and red-framed panels show enlarged images of the left and right phrenic nerves, respectively. (**D**) Schematics showing the method used to quantify the defasciculation distance (shown in blue), from the nerve entry point to the dotted line and histogram of the defasciculation distance at E13.5, E14.5 and E15.5 (E13.5 — left 32.76 ± 11.01, right 94.82 ± 21.94, N = 9, p=0.0106; E14.5 — left 42.56 ± 4.16, right 135.71 ± 10.20, N = 8, p=0.00015; E15.5 — left 77.16 ± 7.32, right 188.51 ± 7.01, N = 18, p=4 E-10, Mann-Whitney). (**E**) Schematics showing the method used to quantify the secondary branch number by counting the number of NF-positive fascicles that crossed the dotted line positioned at 80% of the defasciculation distance and histogram of the secondary branch number at E13.5, E14.5 and E15.5 (E13.5 — left 5.55 ± 0.96, right 8.88 ± 0.65, N = 9, p=0.0288; E14.5 — left 7.5 ± 0.38, right 10.88 ± 0.69, N = 8, p=0.00117; E15.5 — left 5.94 ± 0.31, right 10.7 ± 0.3, N = 18, p=2.35 E-7, Mann-Whitney). Histograms show the mean ± SEM for each stage. Scale bars: 200 μm (**A,C**); 100 μm (**B**). Numerical values used to generate the graphs are accessible in Figure 1—source data 1. **DOI:** http://dx.doi.org/10.7554/eLife.18481.003 10.7554/eLife.18481.004Figure 1—source data 1.Left and right measures of the defasciculation distance and branch number in E13.5, E14.5 and E15.5 mouse embryos.This file provides the mean, SEM, statistical report and individual measures used to create the histograms shown in Figure 1D, E. Defasciculation distances measured on left and right hemi-diaphragms are shown in the first sheet and numbers of secondary branches between the two primary branches on the second sheet.**DOI:** http://dx.doi.org/10.7554/eLife.18481.004

**Figure 1—figure supplement 1.**
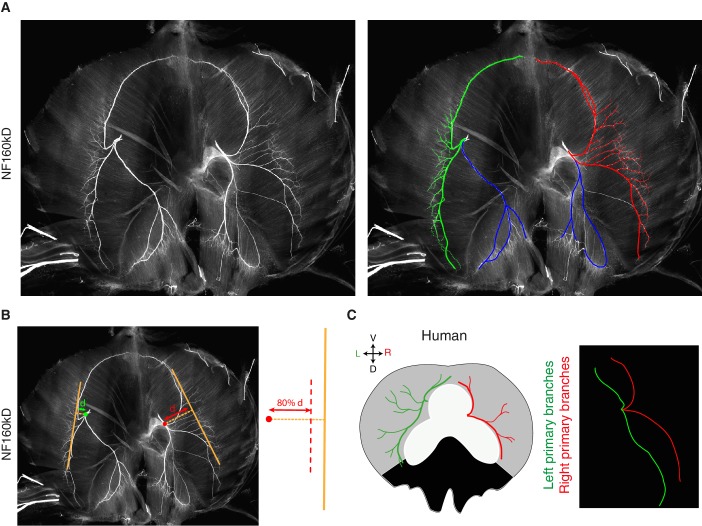
Phrenic nerve patterns and quantification in mice and L/R nerve asymmetry in a human diaphragm. (**A**) NF staining showing the branching patterns of the left and right phrenic nerves in a whole-mount E15.5 mouse diaphragm. In the right panel, the primary, secondary and tertiary branches of the left and right phrenic nerves are traced in green and red, respectively. The left and right crural phrenic nerves are traced in blue. (**B**) Example of quantification on an NF-labelled wholemount diaphragm. (**C**) L versus R differences of nerve pattern in human diaphragms, the left (green) and right (red) branches are innervating the lateral muscle (grey regions). Reproduced from the original figure of Hidayet et al. (1974). The L/R asymmetry is especially apparent after superimposing the left and right nerve pattern (right panel). **DOI:** http://dx.doi.org/10.7554/eLife.18481.005

**Figure 1—figure supplement 2.**
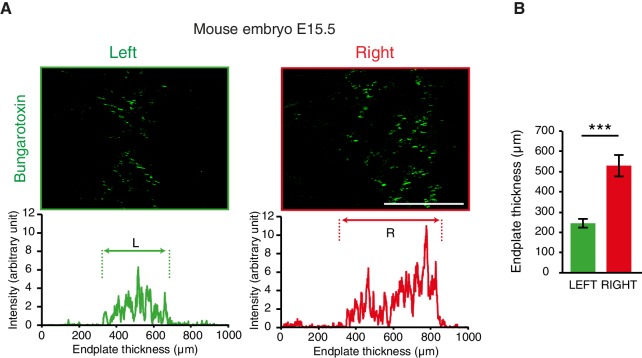
L/R differences of acetylcholine clusters during synaptogenesis. (**A**) Bungarotoxin staining on the left and right sides of an E15.5 mouse diaphragm and plot profile showing the asymmetry of the clusters of acetylcholine receptor indicative of the endplate thickness (left and right in green and red, respectively). (**B**) Histogram showing the quantification of the endplate thickness (left: 254.9 ± 22.2, right: 529.3 ± 53.0, N = 11, p=0.00097, Wilcoxon signed rank). Scale bars: 200 μm. Numerical values used to generate the graphs are accessible in Figure 1—figure supplement 2—source data 1. **DOI:** http://dx.doi.org/10.7554/eLife.18481.006 10.7554/eLife.18481.007Figure 1—figure supplement 2—source data 1.Left and right endplate thicknesses measured from Bungarotoxin labeling in E15.5 mouse embryos.This file provides the mean, SEM, statistical report and individual measures used to create the histograms shown in Figure 1—figure supplement 2B.**DOI:** http://dx.doi.org/10.7554/eLife.18481.007

**Figure 1—figure supplement 3.**
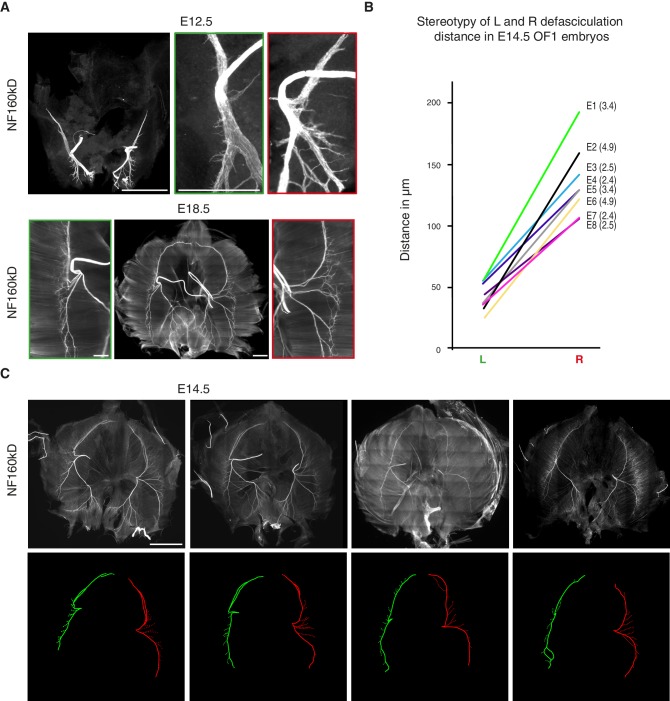
Stereotypy and variability of L/R asymmetry of the phrenic nerve patterns. (**A**) NF staining showing the patterns of left and right phrenic nerves at E12.5 and E18.5. Green- and red-framed panels show enlarged images of the left and right phrenic nerves, respectively. Note that at E12.5, the dorsal and ventral branches have already split with different angles on the left and right sides (left: 166° ± 4°; right: 132° ± 4°; N = 8). (**B**) Ladder graph showing the stereotypy of the left and right defasciculation distances for eight E14.5 embryos (E1 to E8) (ratio shown in brackets). (**C**) NF staining of whole-mount diaphragms from E14.5 mouse embryos showing the phrenic nerve pattern variability at that stage. Left (green) and right (red) primary branch traces are shown in the lower panels. Scale bars: 200 μm, 100 μm for enlargement panels. The numerical values used to generate the graphs are accessible in Figure 1—figure supplement 3—source data 2. **DOI:** http://dx.doi.org/10.7554/eLife.18481.008 10.7554/eLife.18481.009Figure 1—figure supplement 3—source data 2.Paired analysis of left and right defasciculation distances in E14.5 mouse embryos.This file provides the individual measurements used to create the ladder graph shown in Figure 1—figure supplement 3B.**DOI:** http://dx.doi.org/10.7554/eLife.18481.009

We therefore asked whether diaphragm nerve asymmetry was genetically hard-wired downstream of Nodal signaling, which initiates a left-restricted transcriptional cascade to establish visceral asymmetry (Komatsu and Mishina, 2013; Nakamura and Hamada, 2012). To answer this question, we examined two complementary types of mouse mutants that have defective Nodal signaling and ensuing lung isomerism. First, we examined *Pitx2^∆C/∆C^* embryos lacking PITX2C, a transcription factor downstream of Nodal (Essner et al., 2000; Liu et al., 2001; Schweickert et al., 2000). In the absence of PITX2C, Nodal signaling is interrupted, which causes a right pulmonary isomerism (i.e. the left lung has three main lobes like the right lung, instead of only one) (Liu et al., 2001, 2002). Second, we examined *Rfx3^–/–^* embryos lacking RFX3, which is essential for cilia function that helps to distribute Nodal to the left side of the body. As a result, some *Rfx3^–/–^* embryos exhibit bilateral Nodal expression and left pulmonary isomerism (i.e. the right lung has one lobe like the left lung) (Bonnafe et al., 2004). We found that diaphragm L/R nerve asymmetries were lost in both *Pitx2^∆C/∆C^* and *Rfx3^–/–^* embryos with impaired visceral asymmetries at E14.5 (Figure 2A–E) (number of secondary branches, Wt versus mutant with lung isomerism: PITX2C, p=4.493E-5; RFX3, p=0.002884; defasciculation distance, Wt versus mutant with lung isomerism: PITX2C, p=0.001268; RFX3, p=2.719E-6, Mann-Whitney). Thus, the Nodal pathway is essential for the establishment of diaphragm nerve asymmetry.

**Figure 2.**
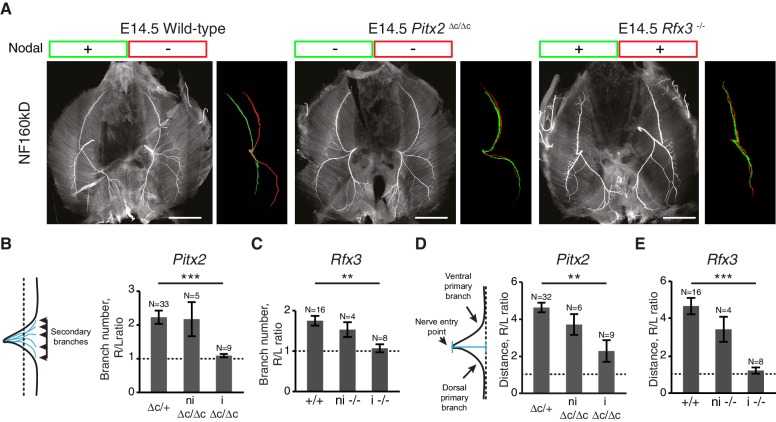
L/R asymmetries of the phrenic nerve patterns require Nodal signaling. (**A**) NF staining of E14.5 diaphragms from wild-type, *Pitx2^∆C/ΔC^* and *Rfx3*^–/–^ embryos with the respective superimposed L/R nerve pattern and the Nodal expression. (**B–C**) Schematic of the secondary branches quantification and histograms of the R/L ratios of secondary branches: *Pitx2^∆C/+^*and *Pitx2*^+/+^ 2.23 ± 0.20, versus *Pitx2^∆C/∆C^* with lung isomerism 1.09 ± 0.05, p=4.493E-5 (**B**); *Rfx3^+/+^* and *Rfx3^–/^^+ ^*1.75 ± 0.12, versus* Rfx3^–/–^* with lung isomerism 1.07 ± 0.10, p=0.002884, Mann-Whitney (**C**). (**D–E**) Schematic of the defasciculation distance measurements and histograms of the R/L ratios of defasciculation distance for: *Pitx2^∆C/+^*and Pitx2^+/+^ 4.63 ± 0.26, versus *Pitx2^∆C/∆C^* with visceral isomerism: 2.28 ± 0.59, p=0.001268, Mann-Whitney (**D**); *Rfx3^+/+^* and *Rfx3^–/^^+ ^*4.62 ± 0.43, versus *Rfx3^-/-^* with visceral isomerism 1.35 ± 0.19, p=2.719E-6, Mann-Whitney (**E**). Note that there is no lung isomerism in wild-type embryos. Histograms show the mean ± SEM. Numbers above bars indicate the number of embryos analysed. ni, non-isomeric (embryos that did not exhibit visceral isomerism); i, isomeric. Scale bars: 200 μm. Numerical values used to generate the graphs are accessible in Figure 2—source data 1. **DOI:** http://dx.doi.org/10.7554/eLife.18481.010 10.7554/eLife.18481.011Figure 2—source data 1.Ratios of the defasciculation distance and branch number in E14.5 mouse embryos of *Pitx2C* and *Rfx3* lines.The file provides the mean, SEM, statistical report and individual values used to create the histograms shown in Figure 2B, C, D and E. Branch numbers ratios found in *Pitx2C^∆C/+^* and *Pitx2C^∆C/∆C^* embryos as well as those found in *Rfx3*^+/+^ and *Rfx3^–^*^/–^ embryos are shown on the first and second sheet, respectively. Defasciculation distance ratios measured in *Pitx2C^∆C/+^* and *Pitx2C^∆C/∆C^* embryos or in *Rfx3* ^+/+^ and *Rfx3^–/–^* embryos are shown on the third and fourth sheet, respectively.**DOI:** http://dx.doi.org/10.7554/eLife.18481.011

We next asked whether phrenic nerve asymmetry has an environmental origin, because it is conceivable that the lung buds confer L/R asymmetry-inducing signals to nerves that are navigating close by (Figure 3A,B). However, the analysis of *Pitx2^∆C/∆C^* and *Rfx3^–/–^* mutants showed that the pattern of nerve asymmetry did not always correlate with the pattern of lung asymmetry; for example, in 2/10 *Pitx2^∆C/∆C^* embryos, nerve patterns were normal even though the lungs were isomerized (20%; Figure 3C; Figure 3—figure supplement 1A,B). Moreover, 1/13 *Rfx3^–/–^* embryos exhibited nerve isomerism together with pulmonary *situs inversus*, and nerve patterns were reversed in 1/13 embryo with lung isomerism (7.7% and 7.7%; Figure 3C; Figure 3—figure supplement 1A,B). Alternatively, it is conceivable that muscle asymmetry controls nerve asymmetry. In agreement with this possibility, L/R asymmetry of the lateral diaphragm muscles was lost in both *Pitx2^∆C/∆C^* and *Rfx3^–/–^* mutants (Figure 3B). However, muscle width did not correlate with changes in nerve patterns in 2/10 *Pitx2^∆C/∆C^* embryos or in 6/13 *Rfx3^–/^*^–^ embryos (20% and 46.2%, respectively). For example, muscle isomerism could be observed in 1/13 *Rfx3^–/–^* embryos that have normal nerve patterns (7.7%) or in 1/13 *Rfx3^–/–^* embryos with reversed nerve patterns (7.7%). Finally, nerves were isomerized in 2/13 *Rfx3^–/–^* embryos that exhibit normal L/R muscle asymmetry (15.4%) (Figure 3C; Figure 3—figure supplement 1C). Together, these findings raise the possibility that phrenic motoneurons possess intrinsic L/R differences that are established independently of visceral and muscle asymmetries.

**Figure 3.**
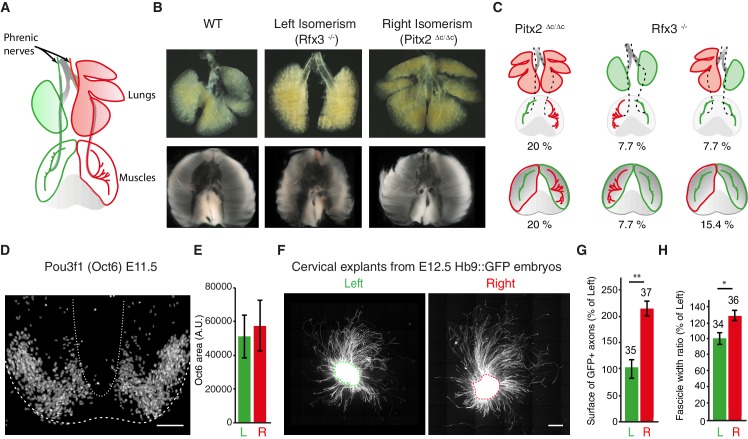
The asymmetry of phrenic circuits results from an intrinsic neuronal program. (**A**) Schematic representation of the organisation of the phrenic nerves as they pass through the lungs and reach the diaphragm. (**B**) Photomicrographs of the expected L/R asymmetry of lungs and diaphragm muscles at E14.5 in wild-type embryos and the altered L/R asymmetry observed in the *Rfx3^–/–^* and *Pitx2^∆C/∆C^* mutant embryos. Quantification of diaphragm muscle asymmetry: *Pitx2^+/+^* and *Pitx2*^*∆C/+*^ 6.25 ± 0.68, N = 20, versus *Pitx2^∆C/∆C^*iso 0.26 ± 0.6, N = 6; *Rfx3^ +/+^* and *Rfx3^-/+ ^*7.02 ± 0.74, N = 17 versus *Rfx3^–/-–^*iso 0.72 ± 1.6, N = 7 (see methods). (**C**) Schematic representation of L/R asymmetries in the lungs, diaphragm muscles and phrenic nerves. A colour code is used to show the uncoupling occurring between phrenic nerve and lung asymmetries or phrenic nerve and diaphragm muscle asymmetries. Any structure represented in green is indicative of its left characteristics, whether it is observed on the left or the right side of the embryo, whereas red structures represent right characteristics. (**D**) Pou3f1 (Oct6) staining showing the pool of phrenic motoneurons, projection formed by serial sections of the entire cervical region of an E11.5 spinal cord embryo. (**E**) Histogram showing the area positive for the Pou3f1 (Oct6) labeling in the left and right cervical motoneuron domains (N = 3, p=0.5, Wilcoxon signed rank). (**F**) GFP staining of ventral cervical spinal cord explants from E12.5 HB9::GFP embryos; the dashed line is indicative of the explant border. (**G**) Quantification of the area occupied by GFP-positive axons for left and right explants (left — 100% ± 17.4; right — 214% ± 30.2, p=0.0045, Mann-Whitney). (**H**) Quantification of the width ratio (see Figure 3—figure supplement 1 for quantification details) (left —100% ± 7.3; right — 127% ± 8.0, p=0.0127, Mann-Whitney). Numbers above bars indicate the numbers of explants analysed. Histograms show the mean ± SEM. Scale bars: 100 μm (**D**), 200 μm (**F**). Numerical values used to generate the graphs are accessible in Figure 3—source data 1. **DOI:** http://dx.doi.org/10.7554/eLife.18481.012 10.7554/eLife.18481.013Figure 3—source data 1.Pool size and in vitro axon growth from left and right motoneurons.This file provides the mean, SEM, statistical report and individual values used to create the histograms shown in Figure 3D, G and H. Left and right Oct6-labeled surfaces are shown on the first sheet. The surface and the defasciculation index of motoneurons axons (GFP+) growing from left and right explants are shown on the second and third sheet, respectively.**DOI:** http://dx.doi.org/10.7554/eLife.18481.013

**Figure 3—figure supplement 1.**
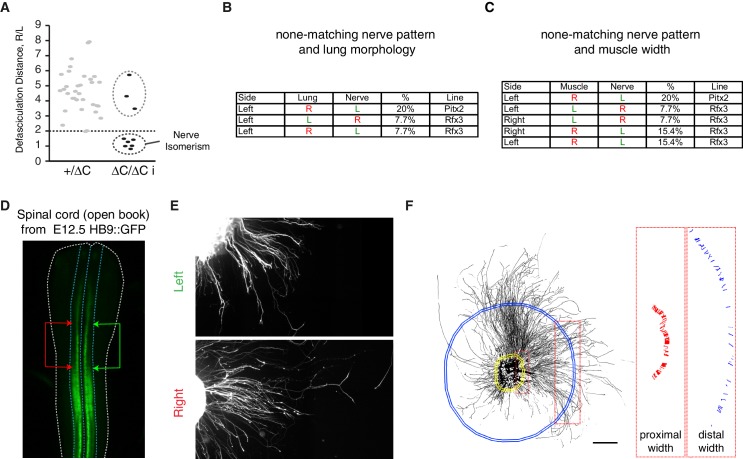
Uncoupling between lung or muscle and nerve asymmetry and intrinsic L/R differences of axon growth from cultured cervical motoneuron explants. (**A**) Distribution of the defasciculation distance ratio amongst E14.5 *Pitx2^+/ΔC^* and *Pitx2^∆C/ΔC^* embryos. Values for *Pitx2^+/+^* and *Pitx2^+/ΔC^* embryos are pooled. Two clearly separated groups are visible amongst the *Pitx2^∆C/ΔC^* embryos, one below the dashed line composed of embryo with nerve isomerism and one above the line composed of normally asymmetric nerves. (**B–C**) Table showing the uncoupling observed between the nerve pattern and lung morphology (**B**) or the nerve pattern and muscle morphology (**C**) in the Pitx2C and Rfx3 mutant embryos and its frequency. (**D**) Photomicrograph of the GFP signal observed from HB9::GFP spinal cord. The blue dashed line outlines the ventral spinal cord and the white dashed line outlines the spinal cord. The arrows delimit the area of interest. (**E**) Photomicrographs illustrating the defasciculation behaviours of GFP-labelled axons extending from left (top panel) or right (bottom panel) ventral cervical spinal cord explants from E12.5 HB9::GFP embryos. (**F**) Quantification method used to calculate the area occupied by GFP=positive axons and defasciculation index. The binary image (left panel) shows the GFP-positive area extracted with the ImageJ plugin NeuriteJ that was used to calculate the area. The proximal (yellow in left panel) and the distal (blue in left panel) selections are created using the same plugin. The width of each fascicule crossing the proximal and distal selections was measured and the defasciculation index calculated. Scale bar: 300 μm (**F**). Numerical values used to generate the graphs are accessible in Figure 3—figure supplement 1—source data 1. **DOI:** http://dx.doi.org/10.7554/eLife.18481.014 10.7554/eLife.18481.015Figure 3—figure supplement 1—source data 1.Distribution of defasciculation ratios in the *Pitx2C* mouse line.This file provides the individual values used to generate the graph plot shown in Figure 3—figure supplement 1A.**DOI:** http://dx.doi.org/10.7554/eLife.18481.015

3D reconstructions of cervical spinal cord tissue immunolabeled with Pou3f1/Oct6, whose expression has been reported in motoneurons (Philippidou et al., 2012), did not reveal any obvious differences in the L/R organization of the cervical motoneuron pools in the spinal cord (Figure 3D–E). We therefore explanted phrenic motoneuron-enriched Hb9::GFP spinal cord tissue (Wichterle et al., 2002) to follow the behavior of motor axons as they extended from the explants independently of the surrounding organs (Figure 3—figure supplement 1D). We observed that axons explanted from right tissue extended over longer distances and were organized differently than axons explanted from left tissue (Figure 3F–H; Figure 3—figure supplement 1E–F). This observation suggests that intrinsic factors present within the ventral spinal cord confer different behaviors to left and right motoneuron axons.

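HB9 (Mnx1) is a homeodomain transcription factor of spinal motoneurons, and a GFP reporter under its promoter marks their cell bodies in sections of the ventral spinal cord. The motoneurons on the left and right of a cervical cord share genome, stage and section, so a ratio taken within an embryo leaves out differences between embryos. Laser capture collects the marked region with whatever lies among its cells, and the RNA is that of a small piece of tissue. The experiment compared left and right GFP-positive cervical motoneurons of 3 littermate embryos, with 1 left and 1 right pool per embryo and 6 arrays in all. The study's results text gives the age as E11, whereas the methods and the sample labels give E11.5. The deposited table holds 1 signal per array for 45101 probe sets, computed by the authors with MAS5 on a linear scale. Signals were taken to log2, and the ratio of right to left, log2(R/L), was formed in each embryo. A probe set was tested if its highest signal reached 200, which left 21853. The rule of the methods was then applied to each of them: the same direction in all 3 embryos and a change above 1.5-fold on average and in at least 2 embryos, called the fold rule below. Differences were also tested with limma, with side and embryo in the model. With 3 pairs, an exact sign-flip test cannot give a p under 0.25, and in simulated data with 200 probe sets changed by a log2 of 2, limma recovered 34.5% of them. The table holds no present or absent calls, so that filter of the methods was not applied.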

To identify molecular determinants of L/R differences in phrenic axon growth, we laser-captured left versus right GFP-positive cervical motoneurons from Hb9::GFP transgenic E11 embryos for microarray analysis (Figure 4A). 

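Phrenic motoneurons form a column in the cervical ventral spinal cord and are told apart from their neighbours by combinations of transcription factors and surface molecules. Pou3f1 is a POU-domain factor, Isl1 a LIM-homeodomain factor of young motoneurons and Alcam an adhesion molecule of the immunoglobulin superfamily. Hox5 proteins mark the cervical level and maintain phrenic motoneurons, whereas Hoxc8 and Hoxc9 mark more caudal levels and Etv4 marks pools that innervate the limb. The signal of each marker was read in the 6 pools from the brightest probe set of its gene. Pou3f1 averaged 2745 ± 417 on the left and 2768 ± 1066 on the right (mean ± SD, n = 3 embryos). The corresponding means were 5135 and 4441 for Isl1, 3802 and 4226 for Hoxa5 and 5546 and 5773 for Hoxc5. Alcam differed more between embryos than between sides, with 1998, 705 and 492 on the left and 1922, 491 and 437 on the right. Ncam1, which is found on most axons, reached 15940 to 19786. The highest signal in any pool was 107 for Etv4, 20.6 for Hoxc8 and 67.0 for Hoxc9, whereas other genes of brachial or more caudal motoneurons were above the signal limit, with 1799 for Foxp1, 975 for Aldh1a2, 746 for Hoxc6 and 320 for Hoxa9. Among dorsal markers it was 6.08 for Lhx2, 60.7 for Tlx3, 86.4 for Tlx1 and 106 for Lmx1b, but 819 for Lbx1, 632 for Lhx5, 268 for Pax8, 245 for Lhx9 and 224 for Foxd3. Pou4f1, which marks dorsal interneurons and sensory neurons, ranged from 96.2 to 753 over its 2 probe sets, and the relatives of Etv4 reached 509 (Etv3), 307 (Etv5) and 616 (Etv6). These are signals and not detection calls, and they describe a captured region, not single cells.

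**Figure D1:**
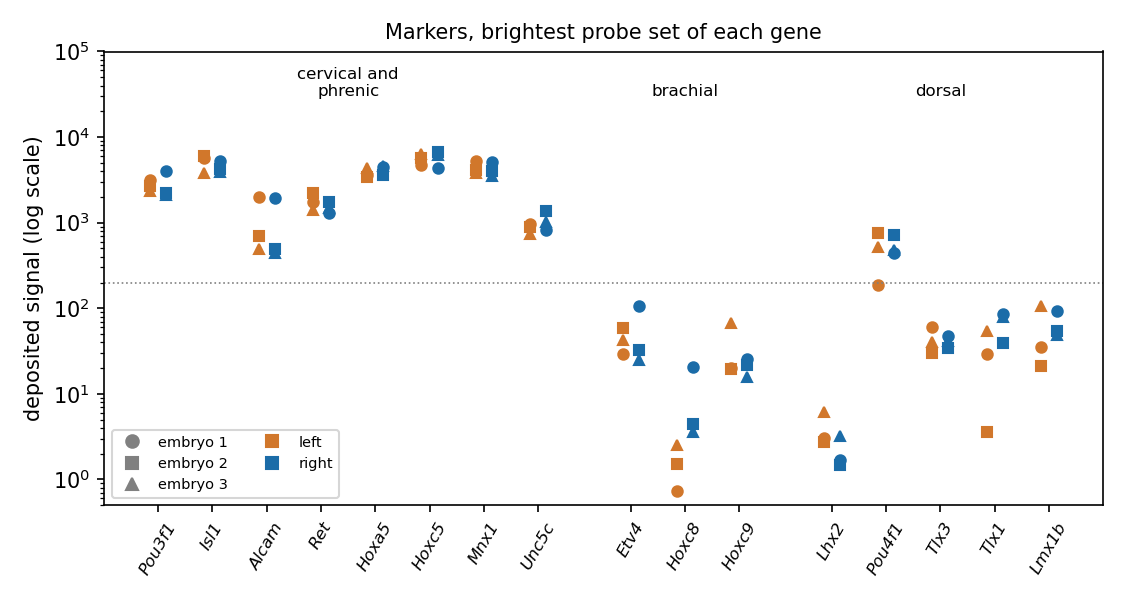
Deposited signal (log scale) of cervical and phrenic, brachial and dorsal markers, brightest probe set of each gene, for the left (orange) and right (blue) pool of each of 3 embryos. The dotted line marks the signal limit of 200.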

The presence of several markers for phrenic motoneurons (e.g. Pou3f1/Oct6, Islet1 and ALCAM) in the microarray data demonstrated the accuracy of the dissection procedure (Figure 4—figure supplement 1A–B). 

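The position of a motor pool along the neuraxis is set by Hox proteins, and its identity by factors such as Pou3f1 and Isl1. Ret, the signalling receptor for GDNF, and Alcam act further downstream, at the membrane of the growing axon. A difference between the sides in which pools are present, or in how many of their cells were captured, would therefore appear as a ratio shared by several of these genes. Over 16 tested probe sets of 7 genes (Alcam, Hoxa5, Hoxc5, Isl1, Mnx1, Pou3f1 and Ret), 0 met the fold rule. With limma, 0 passed an adjusted p of 0.05, also when adjusted over the list alone, and 1 had an unadjusted p under 0.05. That was a probe set of Alcam, the lowest of the 16, with a mean log2(R/L) of −0.68 ± 0.75 that rested on embryo 2 (−1.54). The other 3 tested Alcam probe sets averaged −0.05, −0.15 and −0.25. In their brightest probe sets Pou3f1 averaged −0.04 ± 0.32, Isl1 −0.19 ± 0.28, Hoxa5 0.15 ± 0.14 and Mnx1 −0.07 ± 0.06 (SD, n = 3 embryos). As sets tested with camera, 13 generic motoneuron genes averaged −0.03 (adjusted p = 0.727), 12 cervical and phrenic genes 0.06 (adjusted p = 0.448), 4 brachial and caudal genes 0.12 (adjusted p = 0.727), 15 Hox genes 0.07 (adjusted p = 0.438) and 15 pan-neuronal genes 0.03 (adjusted p = 0.727). For the generic motoneuron genes the median was 0.005, opposite in sign to the mean. The brachial and caudal genes averaged −0.26, 0.78 and −0.15 in embryos 1, 2 and 3, and −0.21 without embryo 2. Differences smaller than the spread between the 3 embryos would not be seen here.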

Consistent with the lack of obvious anatomical differences distinguishing left and right Pou3f1/Oct6^+^ cervical motoneuron populations, none of these markers had asymmetric expression levels. 

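A gene read differently on the 2 sides of the cord has to differ in the same direction in every embryo, and the size of the difference within an embryo must be weighed against that agreement. Transcripts near the floor of an array give large ratios from small absolute changes, so counts by fold alone depend on them. Of the tested probe sets, 524 met the fold rule with a higher signal on the right and 338 with a higher signal on the left, for 391 and 256 named genes. A change above 1.5-fold in all 3 embryos was found for 84 and 49. With limma, 0 probe sets passed an adjusted p of 0.05 on either side, and 419 (right) and 323 (left) had an unadjusted p under 0.05, where 1093 would be expected by chance. Exchanging left and right in embryo 1, 2 or 3 gave 845, 823 and 893 probe sets by the fold rule, against 862 as labelled. The log2 ratios of different embryos were nearly uncorrelated over the tested probe sets (0.0384, −0.0255 and −0.0172; probe sets are not independent of each other). Among named genes past 1.5-fold in all 3 embryos, the largest mean ratios on the right were those of Myom2 (log2 5.94 ± 3.33), Fmod (4.57), Cdc40 (4.03), Zfp40 (4.02), Ppm1k (3.79), Ogn (3.41), Efemp1 (3.25) and Angptl1 (3.13). On the left they were Msi1 (−3.53 ± 2.61), Adamts18 (−3.15), Gm33738 (−2.84), Ttll8 (−2.48), Srxn1 (−2.38), Diaph2 (−2.19), Rspo2 (−2.01) and Atp4a (−1.99). The lowest signal of each of these 16 was under 30, so the sizes and the order of their ratios are uncertain. Among probe sets annotated to 1 gene, the smallest unadjusted p-values by limma, all with an adjusted p of 0.974, were those of the right-enriched Foxo3 (1.48 ± 0.78), Col1a2 (3.07 ± 1.66), Rpia (0.86 ± 0.29), Zic1 (3.18 ± 2.64) and Srrm1 (0.65 ± 0.14), and of the left-enriched Rad23b (−0.78 ± 0.37), Sfmbt1 (−1.05 ± 0.33), Acsl3 (−0.58 ± 0.21), Sybu (−2.02, −3.42 and −0.57 in the 3 embryos) and Rnf180 (−1.01 ± 0.55), each with 3 of 3 embryos in its direction. In the 2 lists of the paper, nuclear proteins made up 69 of 194 right entries (35.57%) and 38 of 146 left entries (26.03%), a difference of 9.54 percentage points (Fisher exact p = 0.0766). With 1 misspelt left entry not counted, the difference was 10.22 points (Fisher exact p = 0.0454), and over entries with a known component 11.14 points (Fisher exact p = 0.0516). Without embryo 1, 2 or 3, the fold rule gave 200, 226 and 1070 probe sets on the right and 198, 176 and 642 on the left.

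**Figure D2:**
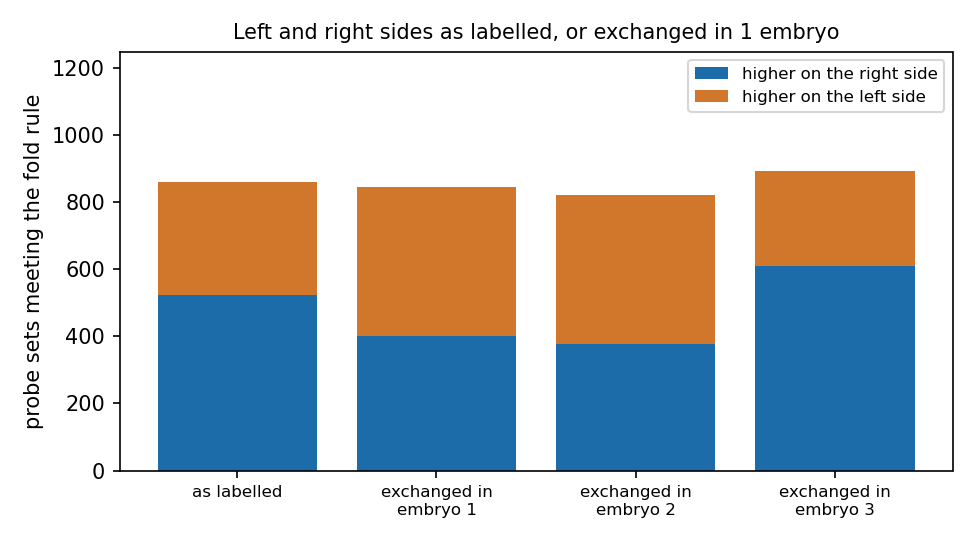
Probe sets that met the fold rule with a higher signal on the right (blue) or on the left (orange), with the sides as labelled and with left and right exchanged in 1 embryo.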

We further observed that amongst 22,600 transcripts expressed above background, 146 were enriched on the left and 194 on the right, with a predominance of transcripts encoding nuclear proteins (differentially enriched transcripts: right 35.56% versus left 26.02%; Figure 4B; Figure 4—source data 1 and 2). Immunoblotting confirmed that Morf4l1, a protein involved in histone acetylation/deacetylation and chromatin remodeling and reported to be essential for neural precursor proliferation and differentiation (Chen et al., 2009; Boije et al., 2013), was enriched in the left cervical motoneuron domain (L/R fold-change 1.81 ± 0.163, p=0.0022, Mann-Whitney; Figure 4C–E). Xrn2, a protein regulating RNA processing and miR stability that regulates miR expression in neurons (Kinjo et al., 2013), was also enriched in the left cervical motoneuron domain (L/R fold-change 1.37 ± 0.13, p=0.028; Mann-Whitney; Figure 4—figure supplement 1C). Thus, cervical motoneurons are intrinsically L/R-specified.

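Capture of a region brings the transcripts of its motoneurons together with those of neighbouring cells. Motoneurons at this stage lie between the progenitor zone, which divides, and the sclerotome outside the cord, whose mesenchyme expresses fibrillar collagens. The roof plate and floor plate express Zic1 and Shh respectively, and vessels and blood cells enter the ventral cord. From the lateralised transcripts and the immunoblots for Morf4l1 and Xrn2, the paper concludes that cervical motoneurons are specified as left or right by an intrinsic program. The transcripts of each surrounding cell type were tested as sets with camera (inter-gene correlation 0.01, 31 sets). Mesenchyme and sclerotome genes were higher on the right (18 genes, mean log2(R/L) 1.46, adjusted p = 1.22e-08; 2.94, 1.47 and −0.01 in embryos 1, 2 and 3; 6 genes by the fold rule), with adjusted p = 0.839 with an estimated correlation, the value also found in this way for the 3 sets that follow. The 6, counted by the brightest probe set of each gene, are Col1a2, Fbln1, Ccn2, Cxcl12, Col5a1 and Meox2, and Prrx1 and Fstl1 met the rule with another probe set. Of the 18 genes 0 passed 0.05 with limma adjusted over the list alone, and 7 had an unadjusted p under 0.05. Without embryo 1 the mean was 0.73 (adjusted p = 0.00795, range over the alternatives 5.34e-13 to 0.867), and with no filter, since 11 of the 18 reached the signal limit on the right only, it was 1.29 (adjusted p = 6.53e-10). The signal of Col1a2 was 882 on the left and 8264 on the right in embryo 1, 292 and 946 in embryo 2 and 740 and 793 in embryo 3. Cell cycle genes averaged 0.38 (35 genes, adjusted p = 0.0074; 1.07, 0.20 and −0.13), among them Anln, Cks2, Clspn and Gins3 by the fold rule. Dorsal progenitor and roof plate genes averaged 1.23 (5 genes, adjusted p = 0.0074; 2.26, 1.14 and 0.29; 1 gene past 0.05 adjusted over the list alone), with Zic1 and Olig3 by the fold rule. As 4 of these 5 genes reached the signal limit on the right only, the set was also read with no filter, where its mean was 0.67 (adjusted p = 0.0185). Floor plate genes averaged 1.097 (3 genes, adjusted p = 0.00804; 0.33, 2.73 and 0.23; 2 genes past 0.05 adjusted over the list alone), where the mean of embryo 2 rests largely on Shh, which read 4.81 on the left, at background, and 480 on the right, so that its ratio has no exact size, and in embryo 1 Shh was lower on the right (−1.78). The call for dorsal progenitor and roof plate genes ended without embryo 1 (adjusted p = 0.165, range over the alternatives 0.00124 to 0.867). That for cell cycle genes also ended without embryo 1 (0.929, range 4.23e-06 to 0.929), and with a limit of 500 on the highest signal. The call for floor plate genes ended without embryo 2 (0.633, range 0.00731 to 0.839), with no filter (mean 0.56, adjusted p = 0.14) and with the mean of all probe sets of a gene. Skeletal muscle genes averaged 1.32 (10 genes, adjusted p = 0.0607), with 3.79, 0.08 and 0.10 in the 3 embryos, but all 10 genes reached the signal limit only in the right pool of embryo 1, so the filter itself sets the sign there, and with no filter the mean was 0.72 (adjusted p = 0.142, range over the alternatives 0.000926 to 0.946). Averages of the other sets were 0.30 for ventral progenitors (10 genes, adjusted p = 0.128), 0.13 for ventral interneurons (8, 0.626), −0.20 for dorsal interneurons (5, 0.626), 0.10 for endothelium (13, 0.626), 0.18 for erythroid cells (6, 0.448), 0.05 for microglia and macrophages (9, 0.626) and 0.12 for neural crest, glia and sensory ganglia (6, 0.626). Among regulators, components of the Morf4l1 complexes NuA4 and Sin3 averaged 0.03 (32, 0.727), Polycomb 0.04 (24, 0.965) and microRNA processing and RNA exonucleases −0.004 (29, 0.795), whereas Nodal signalling genes averaged 0.23 with a median of −0.02 (9, 0.626) and cilia genes −0.03 (35, 0.626). In embryo 3 the means of these 4 called sets lay between −0.13 and 0.29. The right array of embryo 1 stood apart in the control cre, at 39277 against 25685 to 30554 on the others. It also did so in BioB, at 1175 against 708 to 882. Its actin 3' to 5' ratio, at 2.51, lay outside that of the others (1.90 to 2.24), whereas its GAPDH 3' to 5' ratio lay within theirs.

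**Figure D3:**
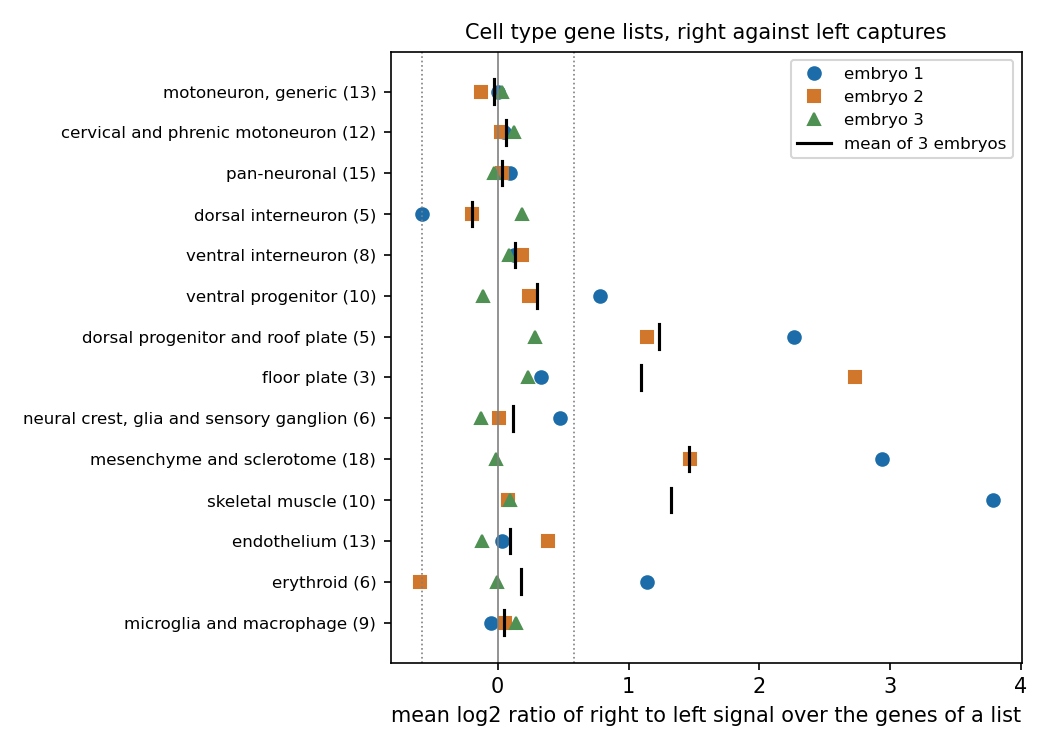
Mean log2(R/L) of sets of genes for cell types in and around the cervical spinal cord, in each of 3 embryos.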

**Figure 4.**
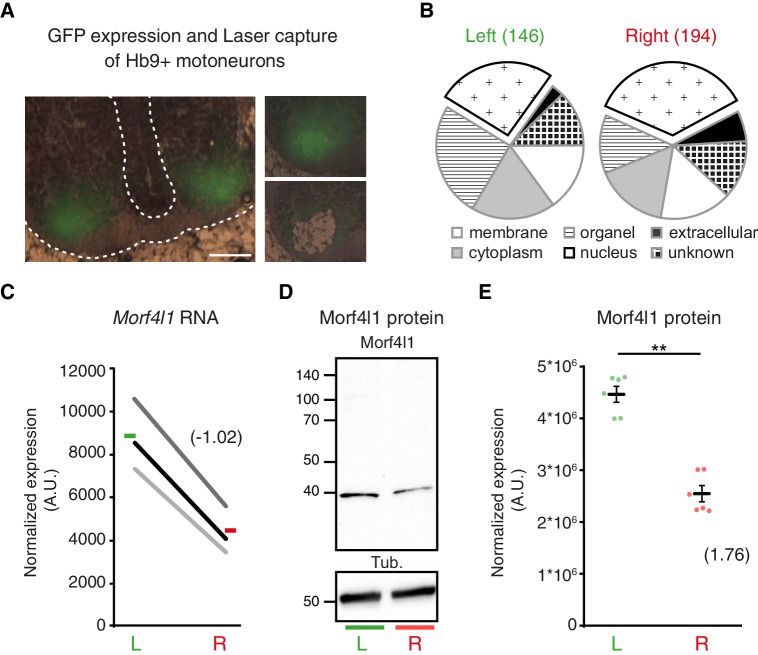
L/R molecular signature of cervical motoneurons. (**A**) Transverse sections of E11.5 Hb9::GFP embryo cervical spinal cord, illustrating the areas used for laser-capture microdissection. (**B**) Pie charts showing the proportion of left-enriched and right-enriched genes according to their Gene Ontology ‘cellular component’ terms. The ‘nucleus’ component is detached from the pie. (**C**) Ladder graph showing the left and right expression of *Morf4l1* in three embryos. Average L/R fold-change shown in brackets. (**D**) Immunodetection of Morf4l1 and loading control tubulin (Tub.) in left and right ventral cervical spinal cord tissues. (**E**) Graph showing normalized protein levels of Morf4l1 in left and right ventral cervical spinal cords from E11.5 mouse embryos. Individual values observed for the six western-blots (dots) and mean ± SEM are represented (L/R ratio: 1.81 ± 0.163, L versus R; p=0.0022, Wilcoxon signed rank). Average L/R fold-change shown in brackets. Scale bar: 100 μm. Numerical values used to generate the graphs are accessible in Figure 4—source data 3. **DOI:** http://dx.doi.org/10.7554/eLife.18481.016 10.7554/eLife.18481.017Figure 4—source data 1.List of enriched genes in the left cervical motor neurons of *HB9*::*GFP* embryos at E11.5.Genes are included on this list if the average change in expression was > 1.5 (or −0.58< in log2) between the left and right sides. The listed genes had the same enrichment trend in all embryos with a fold-change > 1.5 in at least in two embryos.**DOI:** http://dx.doi.org/10.7554/eLife.18481.017 10.7554/eLife.18481.018Figure 4—source data 2.List of enriched genes in the right cervical motor neurons of *HB9*::*GFP* embryos at E11.5.Genes are included in the list if the average change in expression was > 1.5 (or > 0.58 in log2) between the right and left sides. The listed genes had the same enrichment trend in all embryos with a fold-change superior to 1.5 in at least in two embryos.**DOI:** http://dx.doi.org/10.7554/eLife.18481.018 10.7554/eLife.18481.019Figure 4—source data 3.Lateralization expression of Morf4l1 in cervical motoneurons.This file provides the statistical reports and individual values used to create the ladder graphs shown in Figure 4C and E. RNA expression is shown on the first sheet. Normalized protein levels are shown on the second sheet.**DOI:** http://dx.doi.org/10.7554/eLife.18481.019

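Morf4l1 (MRG15) binds methylated histone H3 through its chromodomain and belongs to both the NuA4 acetyltransferase and the Sin3 deacetylase complexes. It has several processed copies in the mouse genome, so that many of its probe sets also read transcripts of the copies. The annotation does not give the probe set shown in the graph to Morf4l1 alone, and it is named here after the study. It averaged 8812 ± 1654 on the left and 4374 ± 1101 on the right (SD, n = 3 embryos). Its log2(R/L) was −1.07, −0.92 and −1.08, the mean was −1.02 ± 0.09, and 3 of 3 embryos had the higher signal on the left. This was the smallest p of all tested probe sets with limma (adjusted p = 0.378), and without embryo 1 the adjusted p was 0.00333 (range over the alternatives 0.00333 to 1). The exact sign-flip p was 0.25, the smallest that 3 embryos can give. Another 6 measured probe sets annotated to Morf4l1 together with its copies averaged from −0.24 to 0.07, at mean signals of 768 to 27770.

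**Figure D4:**
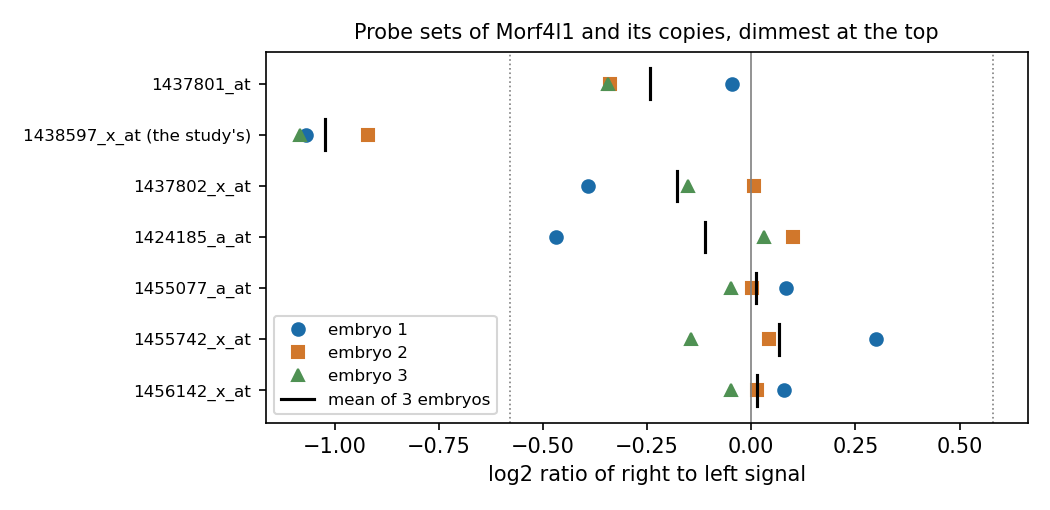
Log2(R/L) in each of 3 embryos for the Morf4l1 probe set graphed in the study and others annotated to Morf4l1, ordered by mean signal.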

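Right-enriched and left-enriched transcripts in these lists can be traced to the probe sets that read them, which places each beside the cell types that express it. Fibrillar collagens are typical of mesenchyme, Zic1 of the dorsal cord and roof plate, and cyclins of dividing cells. Entries were matched to probe sets by gene and by mean log2 ratio (tolerance 0.005). Of the right list 180 entries had a probe set with that gene and value, and of the left list 139, all of which met the fold rule, and 344 and 199 other probe sets met it on the right and left. A change above 1.5-fold in all 3 embryos was seen in 16 and 12 of the matched entries. Of the cell type genes, the right list holds 6 of the mesenchyme and sclerotome set (Col1a2, Prrx1, Ccn2, Cxcl12, Fbln1 and Fstl1; 0.306 expected from the size of the list), 6 of the cell cycle set (0.594), 2 of the dorsal progenitor and roof plate set (0.0849), 2 of the endothelial set (0.221) and 1 each of the floor plate (0.051), ventral interneuron (0.136) and microglia and macrophage (0.153) sets. The signal limit was reached on the right only by 11 of the 18 mesenchyme, 4 of the 5 dorsal progenitor and 7 of the 35 cell cycle genes, so for these sets the limit itself favours the right list. The lists of the paper come from the same 6 arrays, so this overlap is no independent check of the set tests. The expected numbers also assume sets written without sight of these lists. The tables of the study had been seen before the rules for naming genes were set.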

**Figure 4—figure supplement 1.**
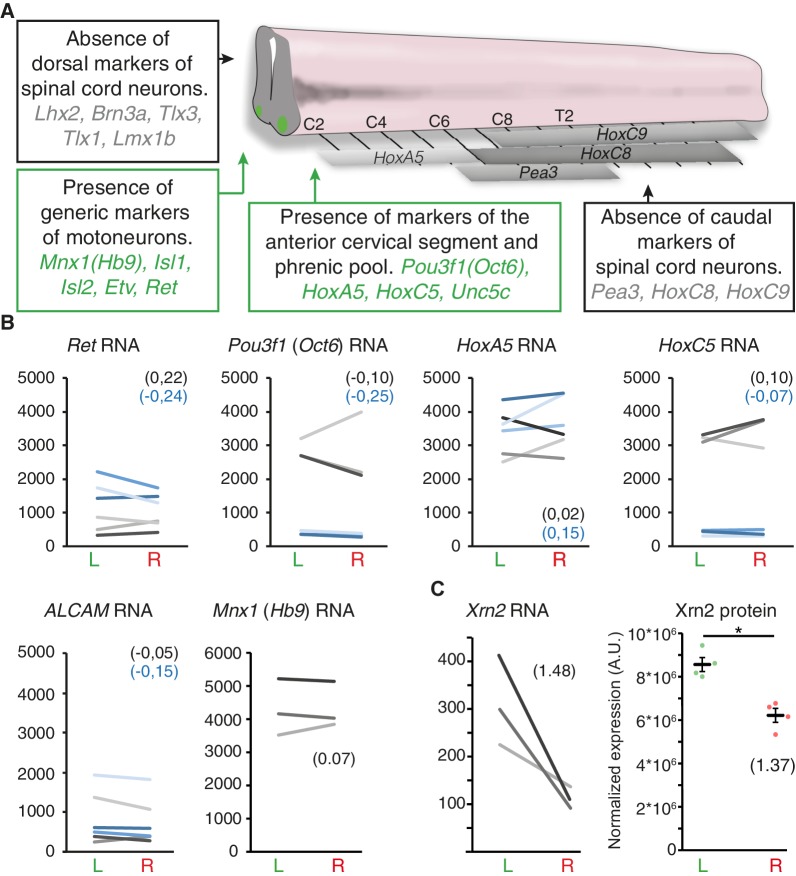
Symmetric expression of phrenic motoneuron markers, and lateralized Xrn2 expression. (**A**) Schematic representation of the spinal cord that depicts the expression domain of *Hox* genes and brachial-specific Pea3 (Etv4) transcription factor. Boxes represent present/absent call tests indicating that markers of dorsal spinal cord and brachial motoneurons are absent. By contrast, generic markers of motoneurons as well as markers that are enriched in cervical and phrenic motoneurons are present in all three embryos. (**B**) Ladder graphs showing the normalized expression signals in the left and right laser-captured samples of the three embryos for probes that detect *Ret*, *Pou3f1* (*Oct6*), *HoxA5*, *HoxC5*, *ALCAM* and *Mnx1* (*Hb9*) RNA. The average log2 (R/L ratios) are indicated in brackets in black for probe one and blue for probe 2. None of these probes showed significant L/R difference according to the threshold used (see Materialsand methods). (**C**) Ladder graph of *Xrn2* RNA expression in left and right samples from the three embryos (left panel), average log2 (R/L ratio) indicated in brackets. Graph showing the left and right normalized protein levels of Xrn2 in ventral cervical spinal cord from E11.5 embryos. Values of the four western-blots (dots) and mean ± SEM are represented (L/R fold-change 1.37 ± 0.13, L versus R, p=0.028; Mann-Whitney) (right panel). Numerical values used to generate the graphs are accessible in Figure 4—figure supplement 1—source data 1. **DOI:** http://dx.doi.org/10.7554/eLife.18481.020 10.7554/eLife.18481.021Figure 4—figure supplement 1—source data 1.RNA level of motoneuron markers and asymmetric expression of Xrn2.This file provides the individual values used to create the ladder graphs shown in Figure 4—figure supplement 1B and C. RNA expression of motoneuron markers is shown on the first sheet. RNA and normalized protein levels of *Xrn2* are shown on the second and third sheets.**DOI:** http://dx.doi.org/10.7554/eLife.18481.021

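Xrn2 is a nuclear 5' to 3' exoribonuclease that degrades RNA downstream of the poly(A) site when RNA polymerase II terminates, and it also trims ribosomal and small RNAs. The array holds 3 probe sets for it, which differ in brightness. The dimmest, which is the one graphed, averaged 319 ± 97.2 on the left and 114 ± 23.4 on the right (SD, n = 3 embryos), with log2(R/L) of −1.96, −1.70 and −0.72 (mean −1.46 ± 0.65). It met the fold rule, with 3 of 3 embryos higher on the left (limma adjusted p = 0.974). The next, at 1198 and 790, gave −1.17, −0.45 and −0.18 (mean −0.60 ± 0.51). The brightest, at 2502 and 1923, gave −0.57, −0.69 and 0.01 (mean −0.42 ± 0.38). Neither of the brighter probe sets met the fold rule, though both means were lower on the right. With limma, unadjusted p was 0.0058 for the dimmest, 0.029 for the next and 0.048 for the brightest (adjusted p = 0.974 for each).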

To determine whether molecular differences in L/R specification manifest themselves in differential axon guidance responses, we studied mice lacking Slit/Robo signaling, which is known to regulate the fasciculation of phrenic axons (Jaworski and Tessier-Lavigne, 2012). In agreement with prior reports, we observed defective nerve defasciculation in *Robo1^–/–^;Robo2^–/–^* double mutants (Figure 5A). Notably, defasciculation of the left nerve was as high as that of the right nerve and assumed a similar pattern in the left and right diaphragm, rather than adopting the normal asymmetric pattern seen in wild-type littermates (Figure 5A). Partial symmetrization was observed in double heterozygous mutants, indicating concentration-dependent sensitivity of phrenic nerve axons to Slit signals (Figure 5A).

**Figure 5.**
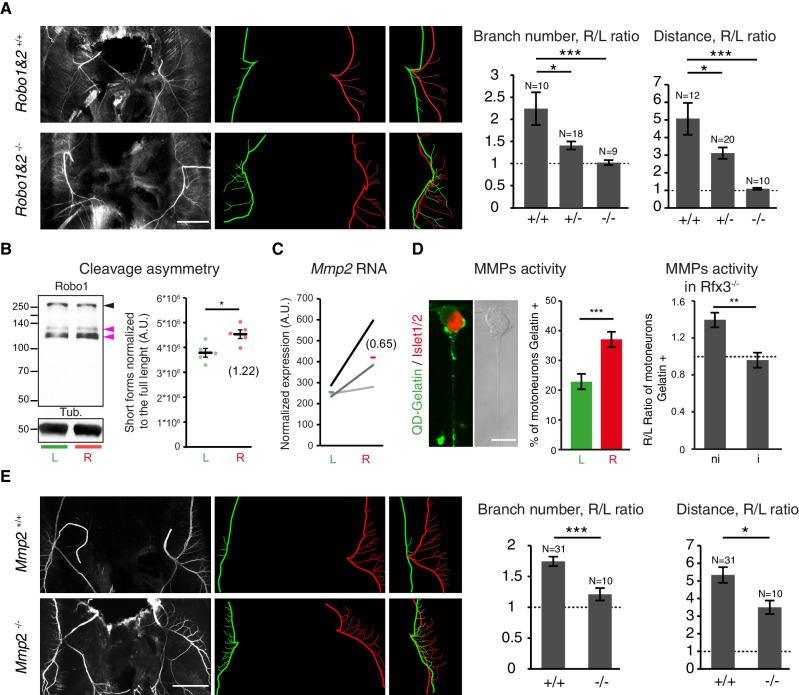
Slit/Robo signalling and MMP2 control asymmetry of L/R phrenic nerves. (**A**) NF staining of E14.5 diaphragm from *Robo1^+/+^* and *Robo2^+/+^* and *Robo1^–/–^ and Robo2^–/–-^* embryos, left and right primary branches are pseudocolored in green and red,respectively, and superimposed to show the lack of asymmetry in the *Robo*1 and *2^–/–^* embryos. Histogram showing the branch number and the defasciculation distance in *Robo1^+/+^* and Robo*2^+/+^*, *Robo1^+/–^* and *Robo2^+/–^* and *Robo1^–/–^* and *Robo2^–/–^* embryos (R/L branch ratio: *Robo1^+/+^* and *Robo2^+/+^* 2.30 ± 0.37, versus *Robo1*^–/–^ and *Robo2^–/–^* 1.06 ± 0.06; p=0.00048; R/L distance ratio: *Robo1^+/+^* and Robo*2^+/+^* 4.99 ± 0.89, versus *Robo1^–/–^* and *Robo2^–/–^* 1.05 ± 0.07; p=3E-6, Mann-Whitney). (**B**) Immunodetection of Robo1 and loading control (Tub) in left and right HB9::GFP ventral cervical spinal cord and distribution of the relative amount of the two shorter forms (pink arrowheads) to the full-length form (black arrowhead). The graph shows the normalized left and right values obtained for the five western-blots (dots, 6–8 embryos per sample) and the mean ± SEM (R versus L: p=0.01587, Wilcoxon singed rank); average fold-change is shown in brackets (1.22 ± 0.10). Normalization between lines was done on the Robo1 long form. (**C**) Ladder graph showing the left and right expression of *Mmp2* detected by microarray in three embryos. Average Log2(R/L ratio) shown in brackets. (**D**) Photomicrograph of cultured ventral cervical spinal cord motoneuron. The combination of in situ zymmography with DQ-Gelatin and Islet1/2 staining enables the identification of motoneuron with MMP gelatinase activity. Histogram showing the amount of motoneuron with gelatinase activity in left and right samples (left 23.37% ± 2.7, N = 792 versus right 37.94% ± 2.1, N = 797; p=0.00109, Mann-Whitney). Histogram showing the gelatinase activity measured in cultures from *Rfx3^–/–^* embryos with symmetric lungs (Iso) and in cultures from *Rfx3^+/+^*, *Rfx3^+/^*^–^ embryos (*Rfx3* wt: — 1.4 ± 0.08; *Rfx3* iso — 0.96 ± 0.08, p=0.0013, Mann-Whitney). (**E**) NF staining of E14.5 diaphragms from wild-type and *Mmp2^–/–^* embryos. Left (green) and right (red) primary and secondary branch traces shown in the middle panel are superimposed in the right panel to compare the left and right patterns. Histograms showing the R/L ratios of branch number and defasciculation distances. Ratio of secondary branches: *Mmp2^+/+^* and *Mmp2^–/+^* 1.74 ± 0.07, versus *Mmp2^–/–^* 1.21 ± 0.10; p=0.00029; defasciculation distance: *Mmp2^+/+^* and *Mmp2^–/+^* 5.33 ± 0.44, versus *Mmp2^–/–^* 3.49 ± 0.38; p=0.022, Mann-Whitney. Scale bar: 200 μm (**A,E**), 10 μm (**D**). Numerical values used to generate the graphs are accessible in Figure 5—source data 1. **DOI:** http://dx.doi.org/10.7554/eLife.18481.022 10.7554/eLife.18481.023Figure 5—source data 1.Slit/Robo signalling controls asymmetry of L/R phrenic nerves and Robo1 exhibits different processing levels in left and right cervical motoneurons.This file provides the statistical report and individual values used to create the histograms and ladder graphs shown in Figure 5A, B, C, D and E. The ratios of branch numbers and defasciculation distances in *Robo1^+/+^* and Robo*2^+/+^*, *Robo1^+/–^* and Robo*2^+/–^* and *Robo1^–/–^* and Robo*2^–/–^* embryos are shown on the first and second sheets. The third sheet contains left and right normalized values of short Robo1 forms presented in the graph of Figure 5B. RNA levels of *Mmp2* are shown on fourth sheet. The percentage of left and right motoneurons (Islet+) exhibiting gelatinase activity from wild-type embryos are shown on fifth sheet and the ratio found in *Rfx3*^–/–^ embryos with lung isomerism and *Rfx3^+/+^* and *Rfx3^+/^*^–^ on the sixth sheet. Branch number and defasciculation distance ratio measured in *Mmp2*^+/+^ and *Mmp2*^–/–^ embryos are shown on the seventh and eighth sheets.**DOI:** http://dx.doi.org/10.7554/eLife.18481.023

**Figure 5—figure supplement 1.**
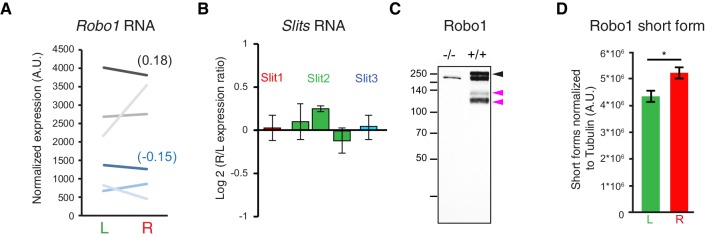
Post-translational regulation of Robo1. (**A**) Ladder graph of *Robo1* RNA expression detected by the two probes present on the microarray for each of the three embryos (probe1 — black; probe2 — blue; average Log2(R/L ratio) shown in brackets). (**B**) Histogram showing the average R/L ratio of expression (in log2) assessed by the microarray probes targeting *Slit1*, *Slit2* and *Slit3*. Error bars represent SEM. (Note that 1.5 fold-change gives 0.5849 in log2.) (**C**) Immunodetection of Robo1 in spinal cord lysates of *Robo1^–/–^* and Robo*2^–/–^* and wild-type tissues. The antibody detects three specific bands. Black arrowhead points to the expected full-length Robo1 and the two pink arrowheads point to the two shorter forms. (**D**) Graph shows the normalized left and right values obtained for the four western-blots (6–8 embryos per sample) and the mean ± SEM (R versus L: p=0.028, Mann-Whitney; average fold-change is 1.22 ± 0.11). Normalization between lines was done on the tubulin band. Numerical values used to generate the graphs are accessible in Figure 5—figure supplement 1—source data 1. **DOI:** http://dx.doi.org/10.7554/eLife.18481.024 10.7554/eLife.18481.025Figure 5—figure supplement 1—source data 1.Post-translational regulation of Robo1 and biased expression of *Mmp2.*This file provides the statistical report and individual values used to create the histograms and ladder graphs shown in Figure 5—figure supplement 1A and B. Left and right levels or ratios for the *Robo1* and the *Slits* transcripts are shown on the first and second sheet, respectively. The third sheet contains left and right tubulin normalized values of short Robo1 forms presented in the graph of Figure 5—figure supplement 1D.**DOI:** http://dx.doi.org/10.7554/eLife.18481.025

**Figure 5—figure supplement 2.**
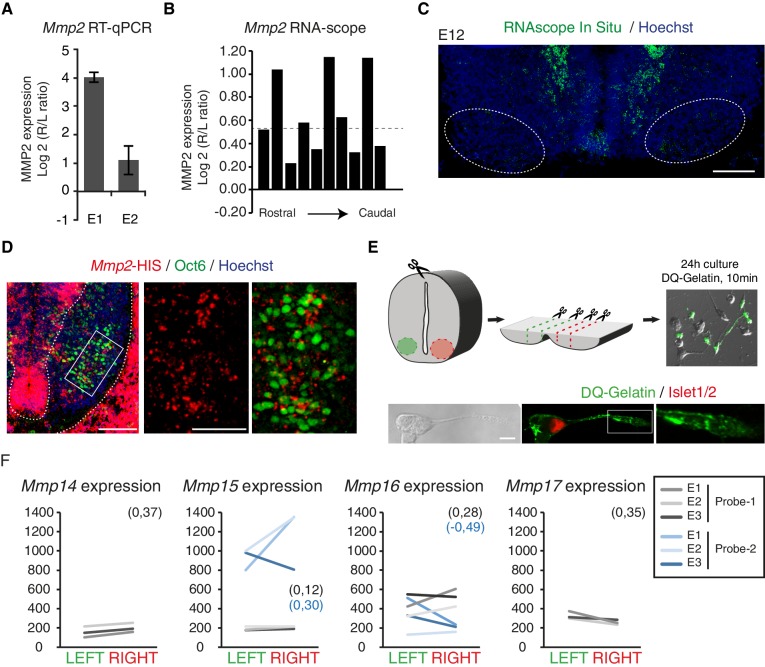
Asymmetric expression of MMP2. (**A**) Histogram showing the average ratio of *Mmp2* RNA expression assessed by qPCR in cervical motoneurons from two E11 embryos. Expression normalized to GAPDH. (**B**) Histogram showing the R/L ratio (in log2) of the surface labelled by the RNAscope MMP2 probe in the motoneuron region. Each bar shows the R/L ratio for one section of a series of serial sections that cover the entire cervical spinal cord region. The dashed line highlights the log2 value that corresponds to a 1.5-fold change. (**C**) *Mmp2* RNAscope in situ hybridization on an E12 transversal spinal cord section at cervical levels. (**D**) *Mmp2 in situ* hybridization combined with Pou3f1 immunolabeling on E11 transversal spinal cord sections. Enlarged panels of the motoneuron domain (right) show that *Mmp2* transcripts are detected within the Pou3f1-positive domain. (**E**) Schematics of the dissection and the in situ zymography (ISZ) procedure for E12.5 ventral cervical spinal cord. Cleavage-induced fluorescence of DQ-Gelatin (green) is overlaid over the phase contrast image. Islet1-positive motoneurons exhibit gelatinase activity in different cellular regions, including the axon and the growth cone (lower right panel). (**F**) Ladder graph showing the expression signals in the left and right laser-captured samples of the three embryos detected with the microarray *Mmp14*, *Mmp15*, *Mmp16* and *Mmp17* probes, average Log2(R/L ratio) shown in brackets. Scale bars: 100 μm (**C**) and (**D** left panel); 200 μm (**D** right panel) and 10 μm (**E**). Numerical values used to generate the graphs are accessible in Figure 5—figure supplement 2—source data 2. **DOI:** http://dx.doi.org/10.7554/eLife.18481.026 10.7554/eLife.18481.027Figure 5—figure supplement 2—source data 2.Asymmetric expression of *Mmp2* in cervical motoneurons and expression of other MMPs.*Mmp2* expression ratios quantified by qRT-PCR and quantitative in situ hybridization (RNAscope) are presented on the first and second sheets, respectively. The third sheet shows the microarray data used to generate the ladder graphs shown in Figure 5—figure supplement 2F.**DOI:** http://dx.doi.org/10.7554/eLife.18481.027

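Mmp14, Mmp15 and Mmp16 are transmembrane metalloproteases and Mmp17 is attached by a GPI anchor, so all 4 act at the cell surface. Mmp14 activates the secreted pro-Mmp2, and mesenchymal cells express both strongly. For Mmp14, the probe set graphed averaged 0.40 ± 0.19 (0.61, 0.23 and 0.37 in embryos 1, 2 and 3) and another tested probe set averaged 1.34 ± 2.06, with 3.29 and 1.53 in embryos 1 and 2 and −0.81 in embryo 3 (log2(R/L), SD, n = 3). Probe sets of Mmp15 averaged 0.30 ± 0.53 and 0.11 ± 0.54, of which the first is the brighter. Those of Mmp16 averaged −0.63, −0.49, −0.13 and 0.28. For Mmp17 the ratio was −0.57, −0.35 and −0.14, with a mean of −0.35 ± 0.22. Of these 9 probe sets 0 met the fold rule, and with limma 0 passed an adjusted p of 0.05 and 0 had an unadjusted p under 0.05.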

To determine whether differential levels of *Slit*/*Robo* signaling dictate the L/R pattern of phrenic nerve fasciculation, we examined their transcript levels, but found no evidence for lateralized expression of the transcripts for *Robo1*, the major regulator of diaphragm innervation (Jaworski and Tessier-Lavigne, 2012), or the ligands of Robo1: Slit1, Slit2 and Slit3 (Figure 5—figure supplement 1A–B). By contrast, we identified L/R differences in Robo1 protein by immunoblotting of phrenic motor neuron-enriched cervical spinal cord tissue. 

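Robo1 is the receptor through which Slit proteins repel axons or keep them bundled, and motoneurons of the phrenic column express both the receptor and its ligands. A motoneuron that secretes Slit can act on its own growth cone or on that of its neighbour. Slit2 read 22847 ± 2214 on the left and 24274 ± 4776 on the right in its brightest probe set (SD, n = 3 embryos). Over 10 tested probe sets of Robo1, Slit1, Slit2 and Slit3, 0 met the fold rule, and with limma 0 passed an adjusted p of 0.05 (0 at an unadjusted p under 0.05). Mean log2(R/L) was 0.22 ± 0.43, 0.13 ± 0.09 and −0.21 ± 0.64 for the 3 Robo1 probe sets, 0.03 and −0.10 for Slit1, 0.07, 0.07 and 0.16 for Slit2 and 0.05 and −0.46 for Slit3. The brightest Robo1 probe set reached 0.71 in embryo 1 and 0.03 and −0.07 in embryos 2 and 3. As a set, 7 genes of Slit and Robo signalling averaged −0.01 with a median of 0.05 (camera adjusted p = 0.823). For Slit3 this set holds the dimmer probe set, since the annotation names no gene for the brighter one, whose values the study's table gives for Slit3. Transcript signals carry no information on the cleavage of Robo1.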

Robo1 was detected in one long and two short forms (Figure 5—figure supplement 1C), whereby the long Robo1 form migrating as a 250 kDa protein was enriched in the left samples and the short forms migrating as 120 kDa and 130 kDa proteins were enriched in the right samples (R/L ratio— 1.22 ± 0.1, p=0.01587; Mann-Whitney, Figure 5B, Figure 5—figure supplement 1D). Even though 12 alternatively spliced isoforms have been predicted for mouse Robo1, the predicted changes in protein sequence are unlikely to account for the short forms we observed in our immunoblots, because they are predicted to change the molecular weight by just 7.1 kDa. However, both human and *drosophila* Robo1 have been shown to be processed by metalloproteases (Seki et al., 2010; Coleman et al., 2010), and potential cleavage fragments have been reported in mouse brain tissues (Clark et al., 2002). These findings raise the possibility that differential post-translation processing of Robo proteins may be involved in creating L/R asymmetries in diaphragm innervations.

Next, we investigated whether axon guidance effectors that were revealed by our transcriptomic analysis to exhibit asymmetric expression levels could also contribute to the L/R phrenic nerve patterns. Given that metalloproteases have emerged as important regulators of axonal behaviors during development and regeneration (Bai and Pfaff, 2011; Łukaszewicz-Zając et al., 2014; Small and Crawford, 2016; Verslegers et al., 2013b), we concentrated on these effectors. Consistent with previous expression data (GSE41013) (Philippidou et al., 2012), our transcriptome analysis indicated that cervical motoneurons express several metalloproteases. Interestingly, among the 7 Mmps and 13 ADAMs expressed by cervical motoneurons, Mmp2 and ADAM17 were expressed at higher levels in the right motoneurons. 

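Matrix metalloproteases and ADAMs cut guidance receptors, adhesion molecules and matrix at the growth cone. ADAM17 sheds many membrane proteins, and ADAM10, its closest relative, cleaves Robo in drosophila. In the captures 14 probe sets of 7 Mmp genes (Mmp2, Mmp11, Mmp14, Mmp15, Mmp16, Mmp17 and Mmp24) and 17 probe sets of 10 Adam genes were tested. By the fold rule 1 Mmp probe set (of Mmp2) and 1 Adam probe set (the dimmest of Adam17) were higher on the right, and 1 Adam probe set (of Adam21) was higher on the left. With limma 0 passed an adjusted p of 0.05, whereas 2 Adam and 0 Mmp probe sets had an unadjusted p under 0.05. That Adam17 probe set gave log2(R/L) of 0.45, 0.61 and 1.14 (mean 0.73 ± 0.36, SD, n = 3 embryos) at a mean signal of 145 on the left and 219 on the right. The brighter Adam17 probe sets gave 0.51, 0.14 and −0.34 in 1 case and −0.59, 1.63 and 0.17 in the other. Adam21 had ratios of −4.48 and −5.31 in embryos 1 and 2, with right signals of 9.58 and 3.88, and −0.28 in embryo 3. Adam23 did not meet the rule, with ratios of 1.53 and 1.74 in embryos 1 and 2 and −0.11 in embryo 3. The 3 probe sets of Adam10 averaged 0.04, 0.21 and 0.01. Of each family as a set, Mmp genes averaged 0.06 (6 genes, without Mmp15, whose probe sets are named by the study and not by the annotation, and with the Mmp2 probe set that did not meet the rule; camera adjusted p = 0.823), Adam genes −0.20 with a median of 0.07 (10 genes, 0.841) and metalloprotease inhibitors 0.13 (4 genes, 0.639). Without embryo 2, 0 Mmp and Adam probe sets met the fold rule.

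**Figure D5:**
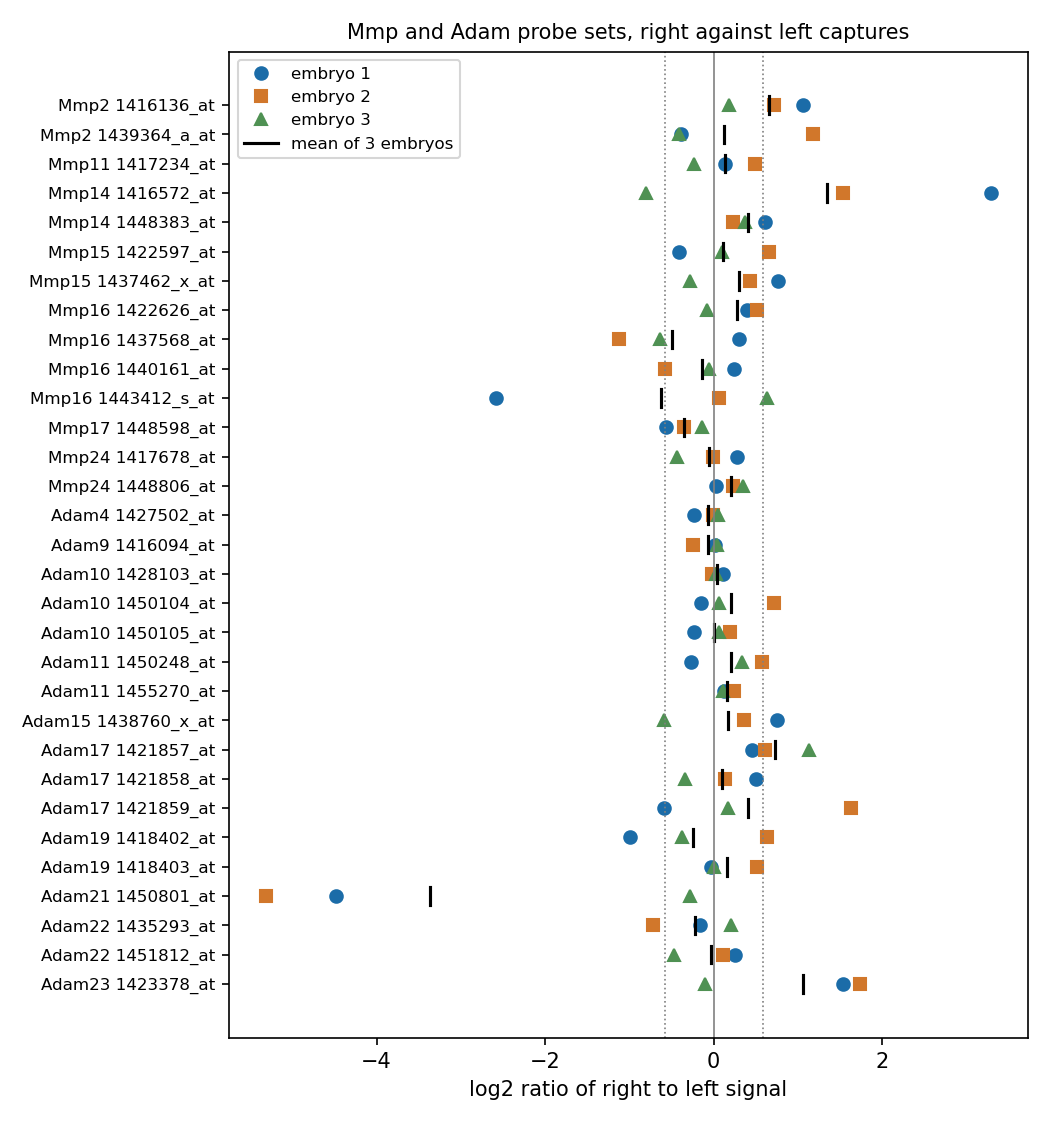
Log2(R/L) in each of 3 embryos for the tested probe sets of Mmp and Adam genes.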

We focused on MMP2 because it was shown to control axon development in mouse and motor axon fasciculation in drosophila (Miller et al., 2011; Gaublomme et al., 2014; Zuo et al., 1998; Miller et al., 2008).

The microarray analysis showed that *Mmp2* transcripts were enriched in the Hb9-positive right motoneurons, which was confirmed using qRT-PCR and quantitative in situ hybridization (log2(R/L) Embryo 1 — 0.22 ± 0.08; Embryo 2 — 0.63 ± 0.11, RNAscope) (Figure 5C; Figure 5—figure supplement 2A–D). Moreover, in situ zymography with DQ-Gelatin (Hill et al., 2012), which is effectively cleaved by MMP2 (Snoek-van Beurden and Von den Hoff, 2005), showed that gelatinase activity on the axon shaft and growth cones was 1.6 times higher in right than in left motoneuron cultures (Figure 5D; Figure 5—figure supplement 2E). 

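Mmp2 is a secreted gelatinase that degrades denatured collagen and collagen IV, and in the embryo it is a product of mesenchyme as well as of neurons. Its graphed probe set read 291 on the left and 605 on the right in embryo 1, 237 and 390 in embryo 2 and 251 and 284 in embryo 3. Log2(R/L) was 1.06, 0.72 and 0.18, with a mean of 0.65 ± 0.44 and 3 of 3 embryos higher on the right (limma adjusted p = 0.974, unadjusted p = 0.052). The other probe set gave −0.39, 1.17 and −0.41 (mean 0.13 ± 0.91).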

Remarkably, this difference was absent in motoneuron cultures prepared from *Rfx3*^–/–^ embryos with phenotypic left isomerism (Figure 5D). These results provide evidence that the differential L/R MMP activity is controlled by the Nodal pathway and further suggest that MMP2 contributes to the establishment of phrenic nerve asymmetry.

We therefore analyzed the diaphragm nerve patterns in *Mmp2*^–/–^ mice (Itoh et al., 1997). At E14.5, *Mmp2*^–/–^ embryos exhibited normal lung asymmetry and well-developed phrenic branches on both sides (Figure 5E). Interestingly, we observed a partial symmetrization of the phrenic branches, with a right pattern that resembled the one observed on the left in control littermates in E14.5 *Mmp2*^–/–^ embryos (Figure 5E). Thus, higher right MMP2 activity could contribute to promote the right pattern of phrenic nerve defasciculation.

## Discussion

Taken together, our work shows that the first asymmetry instruction in diaphragm patterning is provided by early Nodal signaling, which sets the L/R axis and visceral asymmetry of the embryo. Beyond this early mechanism, phrenic motoneurons have an intrinsic, genetically encoded L/R asymmetry that manifests itself in the differential activation of molecules that have key roles in axon guidance, including Robo1 and MMP2.

Future work should aim to address how and at which stage phrenic motoneurons are imprinted. For example, an early Nodal signal might be propagated from the lateral plate mesoderm (LPM) to the cervical spinal cord. In agreement with this idea, it has been suggested that Lefty expression in the prospective floor plate of the neural tube prevents Nodal diffusion to the left LPM (Shiratori and Hamada, 2006). Moreover, Lefty expression is confined to the left prospective floor plate and is reversed or expanded bilaterally in ‘iv’ or ‘inv’ mutants, which exhibit reverse visceral asymmetry (Meno et al., 1997). Given the key role of the floor plate in the patterning and specification of spinal cord neuronal lineages (Goulding et al., 1993; Placzek et al., 1991), left and right floor plate cells might also differently imprint left and right spinal cord. Alternatively, or additionally, endothelial cells invading the ventral spinal cord could convey early Nodal signaling from the LPM to the spinal cord. Indeed, these cells exhibit L/R asymmetries that can be preserved during their migration (Chi et al., 2003; Klessinger and Christ, 1996). The resulting L/R imprints could occur early on during neurogenesis or later on during motoneuron differentiation. The two hypothesizes might not be exclusive. Indeed, recent work in zebrafish habenula suggests that differences in both the timing of neurogenesis and exposure to lateralized signal during neuron differentiation act in parallel to set L/R asymmetries (Hüsken et al., 2014). Interestingly, early imprinting of progenitors in *Caenorhabditis elegans* induces an epigenetic mark for L/R identity that drives differential genetic programs during neuron differentiation (Cochella and Hobert, 2012; O'Meara et al., 2010).

Our work provides evidence to show that a L/R imprint confers specific axon behaviors to the left and right phrenic motoneurons. For example, we found that Slit/Robo signaling is required for the establishment of asymmetric nerve patterns, which suggests that left and right phrenic motoneurons have different Slit/Robo signaling levels. Interestingly, Slit/Robo signaling has previously been shown to control phrenic axon fasciculation (Jaworski and Tessier-Lavigne, 2012). Consistent with an intrinsic control of Slit/Robo signaling as the cause of this axonal asymmetry, we discovered L/R differences in Robo1 protein in motoneurons, which may arise through differential proteolysis and may help to modulate responsiveness to Slit signaling, even though *Slit* and *Robo* genes are expressed similarly in the left and right motoneuron pools. In support of the idea that differential proteolysis contributes to the emergence of different Robo1 forms in the left and right phrenic motoneuron pools, Robo processing has previously been reported in other contexts (Seki et al., 2010; Coleman et al., 2010). This Robo1 processing could have different outcomes on Slit/Robo signaling. In drosophila, cleavage of Robo by ADAM10 is required for recruitment of downstream signaling molecules and the axon guidance response (Coleman et al., 2010). Metalloproteases can also decrease the amount of available receptors and/or terminate adhesion and signaling (Bai and Pfaff, 2011; Hinkle et al., 2006; Romi et al., 2014; Hattori et al., 2000; Gatto et al., 2014).

Slit/Robo signaling can control many different aspects of axon development, such as axon growth, branching, guidance or fasciculation. As primary and secondary branches are formed by selective defasciculation and because Slit/Robo signaling controls phrenic axon fasciculation, our interpretation is that the different Slit/Robo signaling abilities of left and right phrenic axons result in different axon–axon fasciculation states, with right axons having greater defasciculation behavior than the left ones. Alternatively, the Slit/Robo pathway may differentially regulate axon and branch growth, or branch trajectories, as it does for other systems of neuronal projections (Wang et al., 1999; Brose et al., 1999; Blockus and Chédotal, 2016). These ideas have to be taken cautiously. Differential Robo forms were assessed from spinal cord tissue essentially containing neuronal soma, and not peripheral phrenic axons. Furthermore, the tissue samples, although enriched in phrenic motoneurons by the procedure, contained additional neuronal sub-types. Further investigations are thus needed to assess with more specific tools Robo protein dynamics and distribution along phrenic axons and in the growth cones. This work will provide a better characterization of the functional outcome determined by the balance of short and long Robo forms in the establishment of phrenic nerve patterns.

Asymmetries in several genes implicated in axon guidance were observed in our transcriptome analysis. In particular, we found differences in the expression of regulators of guidance receptors activities, such as metalloproteases. 

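Guidance cues and receptors act in pairs, and a motoneuron that changes 1 receptor can read an unchanged environment in another way. Ephrin-B1 and EphA2 mediate contact repulsion, Sema4b is a transmembrane semaphorin, and Cxcl12 is a chemokine made by mesenchyme and meninges that attracts Cxcr4-bearing axons. Over 146 tested probe sets of 70 genes for guidance receptors and ligands, 6 of 5 genes met the fold rule on the right (Cxcl12, Efnb1, Epha2, Plxna2 and Ryk) and 4 of 4 genes on the left (Epha7, Neo1, Sema4a and Sema4b). Log2(R/L) in embryos 1, 2 and 3 was 4.04, 2.68 and 0.13 for Cxcl12, 0.70, 1.57 and 0.02 for Efnb1, 3.14, 1.42 and 0.29 for Epha2, 1.12, 0.81 and 0.26 for Plxna2 and 4.73, 1.40 and 0.31 for Ryk. On the left it was −0.68, −1.26 and −0.30 for Epha7, −6.06, −0.98 and −0.20 for Neo1, −0.53, −0.69 and −0.71 for Sema4a and −1.37, −0.96 and −0.25 for Sema4b. For 5 of these genes another probe set is the brightest and did not meet the rule, with means of −0.05 for Epha7, 0.07 for Neo1, −0.56 for Sema4a, 0.21 for Plxna2 and −0.02 for Ryk. Left signals of Epha2 in embryo 1 (7.79) and of Cxcl12 in embryo 2 (14.7) were near the floor, so those ratios have no exact size. The same holds for Neo1 in embryo 1, since a ratio of −6.06 at a mean signal of 191 places its right signal near the floor. With limma and the brightest probe set of each gene, 0 of the 70 passed 0.05 adjusted over the list alone, and 2 had an unadjusted p under 0.05. The set averaged 0.07 (camera adjusted p = 0.626). Of 26 genes of axon adhesion and fasciculation, with a mean of 0.14 (adjusted p = 0.128), Itga4 met the fold rule on the right (0.97, 1.34 and 0.14). That count uses the brightest probe set of each gene, and the right list of the paper holds 2 genes of this set. This adhesion set passed the threshold without embryo 1 (adjusted p = 0.0181, range over the alternatives 0.0181 to 0.911). Cxcl12 is also a member of the mesenchyme and sclerotome set.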

Mmp2 expression level and gelatinase activity were found to be higher in right cervical motoneurons. Moreover, differential gelatinase activity between left and right motoneurons was lost in cultures from *Rfx3^–/-– ^*mutants with symmetrical Nodal signaling, suggesting that early Nodal signaling impacts on gelatinase activity in motoneurons. Mmp2 genetic loss reduced the asymmetry of the diaphragm branch pattern, suggesting that asymmetric expression of Mmp2 in motoneurons contributes to set phrenic nerve patterns.

However, in contrast to embryos lacking Pitx2 and Rfx3, embryos lacking Mmp2 only exhibited a partial symmetrization of the phrenic nerve branches. Rfx3 and Pitx2C transcription factors act at the onset of the left–right imprinting, and their genetic loss is therefore expected to abolish the entire program of L/R nerve asymmetry. By contrast, the subsequent construction of individual neuronal circuits relies on the concerted action of many different signaling pathways, whereby loss of a single pathway is not expected to disrupt the entire asymmetry program. The partial defect may be due to the presence of other effectors of the Nodal pathway that contribute to L/R nerve asymmetries independently of MMP processing, to the co-expression of several MMPs acting with partial redundancies with each other (Prudova et al., 2010; Kukreja et al., 2015) and to the fact that MMPs have many different substrates with potentially opposite effects on the same biological process. For example, proteomic studies have identified more than 40 secreted and transmembrane substrates for MMP2 (Dean and Overall, 2007), of which we found 32 to be expressed in cervical motoneurons including Adam17, which is enriched in right motoneurons (Figure 5—figure supplement 2F, Figure 4—source data 2).

The MMP substrates that are responsible for asymmetric phrenic nerve patterning remain to be determined, but Slit/Robo signaling appears to be an obvious candidate. First, cleavage of human Robo1 has been suggested to be MMP-dependent, although in drosophila, Robo1 is cleaved by Adam10/Kuzbanian (Coleman et al., 2010; Seki et al., 2010). Second, short forms of Robo1, lprobably generated by proteolysis, are enriched in right motoneurons, in which MMP activity is the highest. In support, incubation of cervical spinal cord tissue with active MMP2 significantly increased the short Robo1 forms (fold change: 1.60 ± 0.23, p=0.00285, Mann-Whitney, four independent western blots, Supplementary file 1). Nevertheless, the L/R ratio of Robo protein forms in cervical motoneuron tissue collected from *Mmp2* null embryos, although showing a tendency towards reduction, was not statistically different from the wild-type ratio (WT: 1.22 ± 0.10, N = 5; *Mmp2*^–/–^: 1.14 ± 0.01, N = 3; p=0.78, Mann-Whitney; Supplementary file 2). This might be due to an insufficient number of tested embryos. Alternatively, because short Robo1 forms were still detected, this L/R ratio might rather reflect the activity of other proteases, either compensating for MMP2 loss or also contributing to Robo processing.

An additional MMP candidate is NCAM, which is highly expressed by developing phrenic axons, controls axon-axon fasciculation, and is cleaved by MMPs (Dean and Overall, 2007; Hinkle et al., 2006). In the light of MMP redundancy and the possible involvement of other proteases in the processing of axon guidance receptors and their ligands, the *in vivo* assessment of these hypotheses will be challenging.

Finally, the genetic program for L/R identity in spinal cord motoneurons that we have described here may provide important insights into motoneuron development and diseases. For example, the L/R imprinting of spinal motoneuron might also explain why right-sided fetal forelimb movements are far more frequent than left-sided movements at developmental stages when motoneurons have not yet received any input from higher brain centers (Hepper et al., 1998). In addition, our description of early events controlling diaphragm formation may have broad implications for our understanding of several human conditions. Examples include congenital hernias, which generally affect the left hemi-diaphragm and can cause perinatal lethality (Pober, 2008), and some types of congenital myopathies that impair diaphragm function only on one side (Grogan et al., 2005). Our data thus provide a novel basis for investigations of molecular diversity in spinal cord neurons and for functional studies of diaphragm physiology and pathology.

## Materials and methods

### Genotyping of mouse lines

This work was conducted in accordance with the ethical rules of the European community and French ethical guidelines. Genotyping of transgenic mouse lines was performed as described in Liu et al. (2001) for *Pitx2^∆C^* (original line: RRID:MGI:3054744), in Bonnafe et al. (2004) for *Rfx3* (RRID:MGI:3045845), in Delloye-Bourgeois et al. (2015) for *Robo1* and *Robo2* (RRID:MGI:5522691), in Verslegers et al. (2013b) for *Mmp2 (*RRID:MGI:3577310) and in Huber et al. (2005) for the HB9::GFP (RRID:IMSR_JAX:005029).

### Diaphragm immunolabeling

Diaphragms were dissected from embryos fixed overnight in 4% paraformaldehyde. After permeabilization and blocking in PBS with 5% BSA with 0.5% Triton X-100, diaphragms were incubated overnight at room temperature with the primary antibody, Neurofilament 160 kDa (1/100, RMO-270, Invitrogen, France; RRID:AB_2315286). Diaphragms were then incubated with the secondary antibody, α-mouse Alexa-555 (1/400, Invitrogen, France) with or without Alexa488-coupled α-BTX (1/50, Molecular probes, ThermoFischer Scientific, France; RRID:AB_2313931), for 4 hr at room temperature in blocking solution. The procedure was performed entirely on freely floating diaphragms. Diaphragm imaging was then performed under an inverted microscope and a montage was constructed using the metamorph software (Molecular device, Sunnyvale, CA).

### Immunofluorescent labeling and in situ hybridization

Cryosections (20 µm) were obtained from embryos fixed overnight in 4% paraformaldehyde, embedded in 7.5% gelatin with 15% sucrose. For immunolabeling, embryonic sections or cultured neurons were incubated overnight at 4°C with Oct6 antibody (1/50; Santa Cruz, Germany) and then for 2 hr at room temperature with anti-goat secondary antibody, Alexa-488 (1/400; Invitrogen, France). Nuclei were stained with bisbenzimide (Promega, Madison, WI). In situ hybridization was performed as described previously (Moret et al., 2007). The probes were synthetized from the *Mmp2* IMAGEclone plasmid (n6813184). *Mmp2 in situ* hybridization and Pou3f1 (Oct6) immunolabeling were performed on adjacent sections because the antibody could no longer recognize the Oct6 epitope after in situ hybridization.

### Images processing and quantifications

Serial Pou3f1/Oct6-labeled sections were imaged using a confocal microscope. Series of images were converted into a single stack using the ImageJ plugin Stack Builder. Images were aligned manually using morphological structures and labeled nuclei were extracted. A three-dimensional reconstruction of the Pou3f1 (Oct6) labeling from the cervical to the brachial part of the embryos was then generated in ImageJ (3D Project command). All quantifications were done using ImageJ. For quantification of defasciculation distance, we first traced the tangential straight line of the endplate (Figure 1—figure supplement 1B). We then traced a perpendicular line to the tangent that goes through the nerve entry point. Finally, we measured the distance from the entry point to the intersection of both lines. For branch number quantification, we traced a parallel to the tangential straight line of the endplate. The line was placed at a distance of one quarter of the defasciculation distance. We then counted the number of secondary branches that crossed the line. The endplate thickness was evaluated from the α-Btx staining. The α-Btx-positive region was outlined and divided into 30 rectangles. The average width of the rectangles was calculated. Width evaluation of endplate from the plot profile of α-Btx staining gave similar values.

### Western blot

Cervical ventral spinal cords were dissected from E11.5 HB9::GFP embryos in cold HBSS with 6% glucose (as shown in Figure 4—figure supplement 1D) and directly frozen in dry-ice cooled eppendorf tubes. Typically, left and right dissected tissues from 6–8 embryos were pooled and lysed in RIPA buffer with protease inhibitors for 30 min at 4°C. Western blots were performed using primary antibody (Anti-Morf4l1 (1:1000, Abcam, France – ab183663), anti-Xrn2 (1:1000, Abcam, France – ab72181, RRID:AB_2241927), anti-Robo1 (1:500 [Seki et al., 2010]) and secondary antibody (Anti-goat or -mouse HRP [A5420 and A4416, Sigma-Aldrich, France] at 1/5000). Image quantification was done with Image Lab4.0 software (Bio-Rad, France). Left and right data were normalized to the tubulin level for Morf4l1 and Xrn2 and to Robo1 full-length or tubulin for Robo1 short forms. To allow comparison between replicates left and right values were then normalized to have the same left plus right sum for all western blots.

### Motoneuron explant culture

E12.5 GFP-positive mouse embryos (4–6 per experiment) from HB9::GFP transgenic mice were selected and dissected using the fluorescence GFP-positive pool. Ventral cervical spinal cords were isolated (left and right parts separated) and cut into explants. Explants were cultured as described in Moret et al. (2007). Immunohistochemistry was performed using Anti-Tuj1 (1:100, Millipore, France – MAB1637, RRID:AB_2210524) and anti-GFP (1:100, Invitrogen, France – A11122, RRID:AB_221569). Axon outgrowth was calculated using the ImageJ plugin NeuriteJ (Torres-Espín et al., 2014), which creates regions of interest (ROI) corresponding to radial concentric rings separated by 25 pixels. NeuriteJ extracted the signal from GFP-positive axons and measured the labeled surfaces between two ROIs. To quantify the total area occupied by GFP-positive axon, we summed the surface of all ROIs. To calculate the proximo-distal index, the width of the labeled axons was calculated in the second ROI (proximal ring) and in the ROI at 30% of the maximal distance of growth (distal ring) (see Figure 4—figure supplement 1F). The index was calculated by dividing the width of the proximal fascicles by the width of the distal fascicles.

### Dissociated motoneuron culture and in situ zymography assay

For dissociated motoneuron culture, left and right cervical ventral spinal cord tissues were dissected from E12.5 OF1 or *Rfx3* pregnant mice. Neurons were dissociated and cultured as described previously (Charoy et al., 2012; Cohen et al., 2005). After 24 hr in vitro, neurons were incubated for 10 min at 37°C with DQ-Gelatin 20 μg/mL (Invitrogen, France). Cells were washed twice with warm PBS and fixed in 4% paraformaldehyde both containing 25 μM of GM6001 MMP inhibitor (Millipore, France-CC1100). The cultures were incubated with Islet 1/2 antibody (1/50; DSHB, Iowa, USA – 39.4D5) overnight at 4°C then for 2 hr with α-mouse Alexa-555 (1/400; Invitrogen, France) to detect motoneurons. Nuclei were counter-stained with bisbenzimide (Promega). For quantification, the number of cells expressing Islet1/2 with gelatinase activity is reported realtive to the total number of Islet-1/2-positive cells.

### Microarray analysis and quantitative real-time PCR

The GFP+ motor pool was laser-captured from E11.5 GFP^+^ mouse embryos from HB9::GFP transgenic mice frozen in −45°C isopentane. Captured tissues were lysed in the lysis buffer provided with the RNA purification kit (RNAeasy microkit, Qiagen, France ). RNA quality was assessed on an Agilent 2100 bioanalyser (Agilent Technologies, USA). L/R matching samples that had a RNA integrity number (RIN) above 9 were amplified (ExpressArt PICO mRNA amplification kit, Amp-tec-Exilone, France) and reverse transcribed (BioArray HighYield RNA Transcript Labeling, ENZO, France). cDNA quality was assessed on an Agilent 2100 bioanalyser before fragmentation and hybridization on an Affymetrix microarray (GeneChip Mouse 430 2.0, Affymetrix, ThermoFischer scientific, France). Expression normalizations and present or absent calls were performed in Affymetrix Expression Console Software. Fold change and filtering were performed in Excel. Transcripts were considered as being expressed if scored as present in at least one sample of each embryo. Transcripts were classified as differentially expressed if the fold change (FC) between left and right samples had the same trend for all embryos (same sign for log2 ratio) and was over 1.5 (FC > 0.58 or FC < −0.58 in log2) on average and for at least two of the embryos. Transcripts with very low expression (maximal normalized expression <200) were removed. Raw data are available on GEO under the accession number GSE84778.

Real-time PCR was performed using MIQE pre-validated *Mmp2* (qMmuCID0021124) and *Mnx1* (qMmuCED0040199) primers (BioRad, france). Data were normalized to *GAPDH* expression values (primers Fw: AGAACATCATCCCTGCATCC; Rv: ACACATTGGGGCTAGGAACA). Real time PCRs were performed in duplicate on amplified RNA prepared as described for the microarray. Laser-capture microdissection, RNA preparation, microarray and qPCR were performed at the ProfileXpert core facility (France).

### RNAscope in situ hybridization

RNAscope in situ hybridization (Advanced Cell Diagnostic, Ozyme, France) was performed on 14–20-µm cryosections according to the manufacturer's recommendations for fresh frozen samples, using *Mmp2* C3 and C1 proprietary probes (references 315937 and 315931-C3, ACD, Ozyme, France). Both probes gave the same pattern, which mirror the distribution observed using the conventional in situ procedure. *UBC* and *DapB* probes were used as positive and negative controls, respectively (references 310777 and 312037, ACD, Ozyme, France). All incubations were performed in the HyBez hybridation system (ACD, Ozyme, France). Sections were fixed in 4% paraformaldehyde for 15 min before dehydratation and incubated in pretreat buffer 4 (Advance Cell Diagnostic, Ozyme, France) for 15 min at room temperature. DAPI staining was performed at the end of the procedure. The left and right side of the cervical spinal cord were imaged at 20x on a FV1000 confocal microscope (Olympus, France) using the same acquisition parameters. Labeled surfaces were quantified in ImageJ in ROI drawn from the DAPI staining. The threshold calculated on the sum of the Z-stack image of one side was applied to the other side. Surface ratios were calculated after normalization to the selection area.

### Statistical analyses

Control and mutant embryos were from the same litters. All analyzable samples (diaphragm, western blots, cells or explants) were included, no outliers were removed. Left and right samples were from the same embryos. Analyses of the diaphragm innervation and *Mmp2* quantitative in situ were performed blind. No blinding was done on other data collections or analyses. Sample sizes, statistical significance and tests are stated in each figure and figure legend. All statistical analyses were done using Biostat-TGV (CNRS). Mann-Whitney (method: Wilcoxon rank sum) or Wilcoxon signed rank were used for small-sized samples or when distributions were not normal. Wilcoxon signed rank was used when paired analysis was needed (left versus right from the same embryo).

How the deposited data were processed for this re-analysis (not part of the article)

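The experiment measured RNA of GFP-positive motoneuron regions of the left and right cervical spinal cord in 3 embryos of 1 litter, carrying the HB9::GFP transgene, at E11.5 according to the methods and the sample labels (E11 in the text of the results). Left and right regions were chosen by GFP fluorescence and taken by laser capture from the same sections, which gave 6 pools and 6 arrays. RNA of matching pools with an integrity number above 9 was amplified, labelled with biotin and hybridised to Affymetrix mouse arrays.

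The authors computed expression signals with the MAS5 algorithm in Affymetrix Expression Console, whose version is not given in the sources used here. The deposited values are signal intensities on a linear scale, with a mean of 500 on each array after leaving out the lowest and highest 2% of probe sets, medians from 99.9 to 118 and highest values from 36851 to 53562. The authors then computed fold changes and filtered transcripts in a spreadsheet. Detection calls are not part of the table analysed here, so their filter (present in at least 1 pool of each embryo) was not repeated.

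Of 45101 probe sets, 64 are controls and were left out. Among the others, 34945 are annotated to 1 gene, 932 to several genes and 9160 to none. A probe set was tested if its highest signal over the 6 arrays reached 200, the limit of the methods, which left 21853 (18949 with 1 gene, 502 with several and 2402 with none) for 10539 genes. Probe sets with several genes are not named for 1 gene, except where the study names them. Signals were transformed to log2 without an added constant, and the ratio of right to left was taken in each embryo. No further scaling was applied.

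The 2 pools of an embryo were treated as a pair because they come from the same animal and the same sections. This pairing was checked: after subtraction of the mean of each side, the pools of embryos 1, 2 and 3 correlated at 0.241, 0.215 and 0.495. Xist read above 2000 in both pools of embryo 2 and at most 81 in the others, and Eif2s3y read at most 3 in both pools of embryo 2, whereas 1 probe set of Kdm5d read 143 in the right pool of embryo 2, within its values in embryos 1 and 3 (126 to 216).

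The fold rule of the methods was applied: the same sign in all 3 embryos, and a log2 ratio beyond 0.58 on average and in at least 2 embryos. Differences were tested with limma 3.58.1 in R 4.3.3, with side and embryo as terms, moderated variances with a trend on the mean signal, and adjustment by Benjamini and Hochberg over all tested probe sets (threshold 0.05). Gene sets for cell types, signalling pathways and processes, written before the data were examined, were tested with camera at an inter-gene correlation of 0.01, with the brightest tested probe set that the annotation gives to that gene alone and at least 3 measured genes per set. This gave 31 sets, and 2 were left out because they were too small or served as a check. The share of nuclear proteins was compared between the lists of the paper by a Fisher exact test. Tables of the paper were read with Python 3.11.15.

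Genes are named by these rules: those that the paper names, the 8 named genes per side with the largest mean ratio among those past 1.5-fold in all 3 embryos, the 5 per side with the smallest p, up to 4 members of each set above with the largest ratios among those that met the fold rule, and the most abundant members of the called cell type sets. The tables of the study had been seen before these rules were set.

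The method was tested on simulated data, built from the mean and embryo differences of each probe set with normal noise of its residual SD and no difference between the sides, in which 200 of 21853 probe sets were then moved by a fixed amount. With limma, 0 were recovered at a log2 change of 1, 69 at 2 (34.5%, with 1 false call) and 115 at 3 (57.5%, with 2 false calls). The fold rule found 168, 195 and 200 of those moved, along with 980, 943 and 946 others. Camera found a set of 41 genes moved by a log2 of 1 and called 0 other sets. The simulated noise was set for each probe set and holds no deviation shared by the genes of a set. This result therefore does not show how often camera calls sets wrongly in the arrays. With left and right exchanged in embryo 1, 2 or 3 of the real data, camera called 3, 3 and 4 sets, against 5 as labelled. The number of arrays limits the precision.

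The alternatives were quantile normalization, median scaling, 50 added to each signal, each embryo left out in turn, no signal limit, a limit of 500 on the highest signal or of 200 on the mean, no term for embryo, variances without a trend, a 2-fold limit, a change beyond the limit in all 3 embryos, a correlation estimated per set in camera, fry in place of camera and the mean of all probe sets of a gene. A filter on present calls, intended at the outset, was not run.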

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

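Of the tests in this part, those that set mesenchymal against endothelial transcripts and those that read embryo 3 were chosen only after the result was seen, whereas the gene sets were written before the data were examined and the second mesenchymal list before its own ratios were seen, though after the lists of the paper had been read.

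The paper reports on single transcripts and on nuclear proteins of the captures. It discusses the floor plate as a place where the sides of the cord might be imprinted, but reports no transcript levels for floor plate, roof plate, mesenchymal, cell cycle or ribosomal protein genes as groups. By camera with limma, these 5 sets were higher on the right (mean 1.097 for the floor plate), and 0 sets were higher on the left. The floor plate mean was 0.56 with no filter (adjusted p = 0.14) and 0.28 without embryo 2 (adjusted p = 0.633). Mesenchyme and sclerotome genes averaged a log2 ratio of 1.464 and dorsal progenitor and roof plate genes 1.231, against 1.29 and 0.67 with no filter. Cell cycle genes averaged 0.3807 and ribosomal protein genes 0.1127. Ratios of ribosomal protein genes were 0.45 in embryo 1 and −0.06 in embryos 2 and 3 (30 genes, camera adjusted p = 0.00804; adjusted p = 0.839 with an estimated correlation), and without embryo 1 the mean was −0.06 (adjusted p = 0.132, range over the alternatives 2.62e-05 to 0.867). With an estimated correlation, or with fry, 0 of the 5 sets passed the threshold.

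Cells of the surrounding mesenchyme in the right capture of embryo 1 are a candidate source of the mesenchymal transcripts. The array of that capture also stood apart in controls, with cre at 39277 (25685 to 30554 on the others). BioB was at 1175 (708 to 882) and the actin 3' to 5' ratio at 2.51 (1.90 to 2.24). The GAPDH 3' to 5' ratio of this array lay within the range of the others. All 18 measured genes of the set were above a log2 ratio of 0.58 in embryo 1 (8 of them passed the signal filter only through its right pool) and 12 in embryo 2, 1 of the 18 also belongs to another set, and 4 had a signal of at least 200 in every left pool. In a second list of matrix and mesenchymal genes, which shares no member with the set and of which 0 genes are in the right list of the paper, 13 of 13 measured genes were above 0.58 in embryo 1 and 7 had a signal of at least 200 in every left pool and so were not picked by the filter for their right signal, whereas in embryo 2 only 4 of the 13 were above 0.58 and 5 were negative (mean 0.37). A lower share of motoneurons on the right would raise all other cell types alike, but over embryos 1 and 2 the endothelial mean lay below the mesenchymal mean (difference −1.996, SE between genes 0.3236). The signal limit was reached on the right only by 11 of 18 mesenchymal and 1 of 13 endothelial genes, so the filter can enlarge this difference. With no filter the means over all 3 embryos were 1.29 for mesenchymal and 0.03 for endothelial genes. Capture guided by GFP would exclude mesenchyme lying outside the marked region, and a left-right difference of the mesenchyme stays open, since the mean was −0.0114 in embryo 3 and 1 embryo excludes nothing.

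Mmp2 is made by mesenchyme too, and part of its signal may come from such cells. Its log2 ratio in embryo 3, where the mesenchymal mean was near 0, was 0.18, against 1.06 and 0.72 in embryos 1 and 2. Its second probe set was −0.39 in embryo 1, which goes against this source. In embryo 2, where the mesenchymal mean was 1.47, that probe set was 1.17, which goes with it, and in embryo 3 it was −0.41. The 2 explanations cannot be told apart with the arrays of 3 embryos, and expression in motoneurons, which the paper shows by in situ hybridization, stays open. The paper also reports more Mmp2 on the right by qRT-PCR and by quantitative in situ hybridization in the motoneuron region. It further reports more gelatinase activity in right motoneuron cultures, a difference absent in Rfx3 mutants with isomerism. The hybridization and the cultures go with a difference in motoneurons themselves.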

How the results depend on the processing

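No test in this part was chosen after the result was seen. Present calls were not run, as the table holds none.

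Probe sets by the fold rule on the right numbered 524. They were 333 with log2(value + 50), 2805 with no filter, 131 with a highest value of at least 500, 234 with a mean of at least 200, 191 with a 2-fold limit and 84 with all 3 embryos past the limit. On the left, with 338, the counts in this order were 197, 1696, 104, 176, 95 and 49. Leaving out 1 embryo gave 200 (without embryo 1) to 1070 (without embryo 3) on the right, and 176 (without embryo 2) to 642 (without embryo 3) on the left. Of the 862 probe sets, 751 also met the rule with quantile normalization, 841 with median scaling, 530 with 50 added and 190, 189 and 749 without embryo 1, 2 and 3.

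With limma, 0 probe sets passed on either side in the main analysis. Without embryo 1 the left count was 1 (the study's Morf4l1 probe set; leave-out range 0 to 1). Its log2 ratio ranged from −1.075 (without embryo 2) to −0.994 (without embryo 3). With no replicate block, limma called 0 on the right and 0 on the left (171 and 149 at an unadjusted p under 0.05), 5 sets were called, and dropping the block changed no other call.

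Sets called on the right numbered 5. They were 6 with quantile normalization, 7 with log2(value + 50), 3 with a highest value of at least 500, 3 with the mean of all probe sets of a gene, 0 with an estimated correlation, 0 with fry and 3 (without embryo 1) to 7 (without embryo 3) with 1 embryo left out. Of the 5, floor plate was lost and ventral progenitor gained with no filter, dorsal progenitor was not tested and oxidative phosphorylation gained with a mean of at least 200, and ribosomal protein was lost and skeletal muscle gained without a trend. Cell cycle was lost and oxidative phosphorylation gained with a highest value of at least 500. The ribosomal protein mean ranged from −0.05725 (without embryo 1) to 0.1988 (without embryo 3).

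Mmp and Adam probe sets by the fold rule numbered 3. They were 1 with log2(value + 50), 12 with no filter, 1 with a highest value of at least 500, 1 with a mean of at least 200 and 0 (without embryo 2) to 4 (without embryo 3) with 1 embryo left out. The nuclear share differed by 10.22 points with the misspelt entry not counted (Fisher exact p = 0.04544), against 9.54.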

Differences from the paper's values

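Of 35 values set beside the paper's, 3 differ. A log2 ratio was taken to differ where the sign differed or the gap exceeded the SD between embryos, and a count where one was over 1.5 times the other. No test in this part was chosen after the result was seen.

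By the fold rule, 338 probe sets were higher on the left, where the paper gives 146. The thresholds on fold and on signal are those of the paper, but its present-call filter was not repeated, and the unit here is the probe set. Of the alternatives set before the data were examined, the count lay within 1.5 times the paper's with 50 added (197), without embryo 1 (198), without embryo 2 (176), with a limit of 500 (104) and with a mean of at least 200 (176). It did not with quantile normalization, median scaling, without embryo 3, with no filter, with a 2-fold limit, with all 3 embryos past the limit or as a count of genes (256).

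On the right the rule gave 524 probe sets, where the paper gives 194, with the same differences in filtering. The count lay within 1.5 times the paper's without embryo 1 (200), without embryo 2 (226), with a limit of 500 (131), with a mean of at least 200 (234) and with a 2-fold limit (191). It did not with quantile normalization, median scaling, 50 added, without embryo 3, with no filter, with all 3 embryos past the limit or as a count of genes (391).

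For Slit2, 1 of 3 probe sets averaged a log2 ratio of 0.158 here and −0.1237 in the table of the paper, and no alternative gave the paper's sign. Where the signs were alike and the gap lay within the SD between embryos, values were not counted as differing, among them those of Pou3f1 (−0.021 here and −0.2481 in the paper's table for 1 probe set, SD 0.337) and of another Slit2 probe set (0.069 here and 0.2593 in the paper's table, SD 0.311). In embryo 2 the paper's table holds the left and right signals of the 3 Slit2 probe sets exchanged relative to the deposited values. Over 28 probe sets with 84 pairs of signals, 77 pairs were equal in both sources (within 0.2%, or within 1 unit where the paper's table holds whole numbers) and 3 were exchanged. Where the paper's table names no probe set, values were matched to one by their signals, so equality there is no independent check. In 3 pairs the left signal differed (the dimmer Mmp15 probe set in embryo 1 and both Pou3f1 probe sets in embryo 3), and in 1 the right signal (the dimmer Mmp15 probe set in embryo 2).

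The figure legends call the bracketed values log2 of right over left. The ratios of Mnx1 and Mmp17 here were −0.065 and −0.351, and the signs match the figures only as left over right.

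A figure of the paper marks Pou4f1 as absent, and its signals here were 96.2 to 753. Other dorsal markers in that panel were low, with Lhx2 at 6.08 or less and Tlx3 at 60.7 or less.

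The paper gives 22,600 expressed transcripts and 13 expressed ADAMs, and 21853 probe sets and 10 Adam genes were tested here, which are within 1.5 times of the paper's values.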

Other observations

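The tests on exchanged sides, on splits for probe sets, on the other Morf4l1 probe sets and on saturation were chosen only after the results were seen, whereas the comparison of splits for the gene sets was planned.

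Genes of energy metabolism and stress were measured along with those of the motoneurons. Oxidative phosphorylation genes averaged a log2 ratio of 0.08 (41 genes, camera adjusted p = 0.0535; 0.21, 0.06 and −0.02 in embryos 1, 2 and 3), and immediate early and heat shock genes 0.08 (16 genes, adjusted p = 0.626). The oxidative phosphorylation set passed the threshold without embryo 3 (adjusted p = 0.0231, range over the alternatives 0.0231 to 0.946), and also with quantile normalization, with 50 added, with a limit of 500 and with a mean of at least 200. Without embryo 2 the erythroid set did (adjusted p = 0.000839, range 0.000839 to 0.867). Its mean was 1.14, −0.60 and −0.004 in embryos 1, 2 and 3, and turned to −0.30 without embryo 1 (adjusted p = 0.065). For the skeletal muscle set, adjusted p was 0.00125 without embryo 2 and 0.00984 without embryo 3 (range 0.000926 to 0.946), which says nothing about the sides, since its 10 genes passed the signal filter only through the right pool of embryo 1. Other genes by the fold rule, read in the brightest probe set of each gene, were Cd93 and Col4a1 of the endothelial set, Fcrls of the microglial set (0.70, 0.71 and 0.64), Myl4 and Myog of the muscle set, Pax6 of the ventral progenitor set, Phc3 of the Polycomb set, and Invs, Sass6, Bbs1, Ccdc40 and Wdr35 of the cilia set, the last 3 on the left. Suz12, also a Polycomb gene, met the rule on the left with another probe set (mean −0.73).

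The 3 embryos differed in how alike their 2 pools were. Left and right correlated at 0.880, 0.903 and 0.980, the SD of the log2 ratio was 0.972, 0.856 and 0.380, and 35.35%, 29.6% and 6.882% of probe sets changed by more than 1.5-fold in embryos 1, 2 and 3. Xist was read in both pools of embryo 2 (12058 and 13416) and Eif2s3y in both pools of embryos 1 and 3 (569 to 1592), so by these 2 genes the sides of an embryo match in sex. The right array of embryo 1, whose ratios carry most of the called sets, lay outside the other 5 in 3 controls, with cre at 39277 (25685 to 30554 on the others), BioB at 1175 (708 to 882) and an actin 3' to 5' ratio of 2.51 (1.90 to 2.24), but not in the GAPDH 3' to 5' ratio, which was 3.25 (2.65 to 3.37).

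Probe sets meeting the fold rule may largely reflect differences within each embryo that the embryos do not share. The count as labelled was 1.01 times the mean of the 3 arrangements with left and right exchanged in 1 embryo. This does not tell which of the probe sets differ between the sides, and a small number that do could be among them.

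Of the 10 splits of 6 arrays into 3 and 3, 4 part the pools of all 3 embryos, and the other 6 part the pair of only 1 embryo. These 4 splits are too few for a share under 0.05. With limma, 4 of 4 splits gave a count as large as the real value of 0 (highest other 0), which every split must reach and which tells nothing, and at an unadjusted p under 0.05 the counts were 742 as labelled and 811, 694 and 955. By the fold rule 2 of 4 splits gave as many as the real 862 (highest other 893), and for gene sets 1 of 4 gave as many as the real 5 (highest other 4).

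Morf4l1 met the fold rule with the study's probe set and with none of its other measured probe sets, of which 1 was also lower on the right in all 3 embryos. The paper also reports more Morf4l1 protein on the left by immunoblotting, a measurement that does not rest on these probe sets. A 2-fold difference of all Morf4l1 transcripts would lower the other probe sets too, and these averaged −0.0735 (SD 0.1232 between 6 probe sets). Saturation might hide a change where a probe set is brighter than the study's, but those next in brightness, at 11425 and 14597 on the left, averaged −0.179 and −0.112 and lie far under the highest values of the arrays, which goes against it without excluding it, since single probes are not in the table. The 1 probe set no brighter than the study's averaged −0.243, and 1 probe set decides neither explanation. Transcripts of the copies, which the other probe sets also read, stay open as well. The annotation does not give the study's probe set to Morf4l1 alone either. A left-right difference of 1 Morf4l1 transcript form also stays open and was not tested.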
